# Suppressing miR-21 activity in tumor-associated macrophages promotes an antitumor immune response

**DOI:** 10.1172/JCI127125

**Published:** 2019-11-11

**Authors:** Mahnaz Sahraei, Balkrishna Chaube, Yuting Liu, Jonathan Sun, Alanna Kaplan, Nathan L. Price, Wen Ding, Stanley Oyaghire, Rolando García-Milian, Sameet Mehta, Yana K. Reshetnyak, Raman Bahal, Paolo Fiorina, Peter M. Glazer, David L. Rimm, Carlos Fernández-Hernando, Yajaira Suárez

**Keywords:** Angiogenesis, Immunology, Cancer, Macrophages

## Abstract

microRNA-21 (miR-21) is the most commonly upregulated miRNA in solid tumors. This cancer-associated microRNA (oncomiR) regulates various downstream effectors associated with tumor pathogenesis during all stages of carcinogenesis. In this study, we analyzed the function of miR-21 in noncancer cells of the tumor microenvironment to further evaluate its contribution to tumor progression. We report that the expression of miR-21 in cells of the tumor immune infiltrate, and in particular in macrophages, was responsible for promoting tumor growth. Absence of miR-21 expression in tumor- associated macrophages (TAMs), caused a global rewiring of their transcriptional regulatory network that was skewed toward a proinflammatory angiostatic phenotype. This promoted an antitumoral immune response characterized by a macrophage-mediated improvement of cytotoxic T-cell responses through the induction of cytokines and chemokines, including IL-12 and C-X-C motif chemokine 10. These effects translated to a reduction in tumor neovascularization and an induction of tumor cell death that led to decreased tumor growth. Additionally, using the carrier peptide pH (low) insertion peptide, we were able to target miR-21 in TAMs, which decreased tumor growth even under conditions where miR-21 expression was deficient in cancer cells. Consequently, miR-21 inhibition in TAMs induced an angiostatic and immunostimulatory activation with potential therapeutic implications.

## Introduction

miRNAs are small endogenous non–protein-coding RNAs that posttranscriptionally regulate the expression of multiple target genes in different cell types. In this manner, miRNAs control many physiological cellular processes, as well as several pathologies. Widespread dysregulation of miRNA expression has been reported in tumor cells, with either an oncogenic or a tumor suppressive role (1). Given their pivotal role in tumor initiation, progression, and response to therapy, these molecules have been accepted as potential cancer biomarkers (2). During neoplastic development, miRNAs have also been reported to be dysregulated in cells from the tumor microenvironment (TME) (3). Therefore, their role in cancer progression is not just limited to regulating cancer cell behavior. The nonmalignant cells of the TME have a dynamic and often tumor-supporting function (4), thus contributing to the clinicopathological profile and to the efficacy of anticancer therapy. The TME contains diverse types of cells, including cells of the immune system, endothelial cells, and fibroblasts. Recent studies have begun to unravel the cell-autonomous significance of miRNAs in macrophages, T cells, and endothelial cells (ECs) and their potential implications for cancer (5–7).

miR-21 is the most commonly upregulated miRNA in solid tumors and hematological malignancies, and many studies have linked this cancer-associated microRNA (oncomiR) to poor prognosis and survival (8). The contribution of miR-21 to tumorigenesis has been extensively studied in the context of cancer cells, as it regulates various downstream effectors associated with tumor pathogenesis including cell invasion, proliferation, migration, apoptosis, and chemoresistance (8, 9). The role of miR-21 in cells of the TME, however, has not been comprehensively studied. miR-21 is the most abundant miRNA in macrophages (10) and highly expressed in ECs and T lymphocytes (11, 12). Several reports have described the role of miR-21 in regulating cellular functions that may have an impact on tumor growth, such as the inflammatory responses of macrophages, T-cell activation and endothelial angiogenic functions (12–18). However, the conclusions of these reports are inconsistent and in most cases are not directly studied in the context of tumor progression. In other instances, the studies relied on culture systems to inhibit or overexpress miR-21, or approaches to globally target miR-21 in a non–cell/tissue-specific manner (19–23). Recent attempts to understand the role of miR-21 within immune infiltrating cells have also yielded conflicting results mostly due to lack of experimental data on cell-type specific KO or cell-type specific targeting approaches (24, 25).

In this work, we have analyzed the function of miR-21 in noncancerous cells of the TME to determine its contribution to tumor progression. To this end, we used a syngeneic tumor mouse model and comprehensively assessed the effect of miR-21 deficiency in different cells/tissues on tumor progression. Briefly, our results indicate that the expression of miR-21 in macrophages of the tumor immune infiltrate plays a pivotal role in the regulation of tumor progression. Specifically, we found that both deletion and targeted inhibition of miR-21 in tumor-associated macrophages promotes proinflammatory angiostatic functions. This results in reduced tumor neovascularization and an antitumoral immune response, which is characterized by a macrophage-mediated improvement of cytotoxic T-cell responses. Together, these effects led to diminished tumor growth.

## Results

### miR-21–deficient mice develop smaller tumors.

In this study, we aimed to analyze the role of miR-21 in noncancerous cells of the TME on regulation of tumor progression. We used the Lewis lung carcinoma (LLC) model, which is a syngeneic, hence immunologically compatible model, and analyzed tumor growth in both *WT* and miR-21 KO mice (*miR-21^–/–^*). As shown in Figure 1, A and B, *miR-21^–/–^* mice developed tumors with reduced volume and weight when compared with *WT* controls. Tumors of *miR-21^–/–^* mice exhibited an increased number of TUNEL-positive cells (Figure 1C) and reduced tumor-associated vasculature, as shown by the diminished CD31^+^ vessel-like structures (Figure 1D). These results indicate that loss of miR-21 increases tumor cell death, diminishes tumor angiogenesis, and provides evidence that miR-21 expression in cells other than cancer cells has an important role in promoting tumor growth.

### Lack of miR-21 expression in immune cells is responsible for reduced tumor burden.

To eliminate the role of stromal cells (e.g., fibroblasts, ECs) in limiting tumor growth of *miR-21^–/–^* mice, *WT* mice were lethally irradiated and subsequently transplanted with *WT* or *miR-21^–/–^* BM. Mice transplanted with *miR-21^–/–^* BM developed smaller tumors (Figure 2, A and B). Histological analysis of their tumors revealed both increased TUNEL-positive cells and decreased vascularization (Figure 2, C and D). Interestingly, a reverse transplant of *WT* or *miR-21^–/–^* BM into *miR-21^–/–^* mice resulted in larger tumors in mice transplanted with *WT* BM (Figure 2, E and F), with decreased TUNEL-positive cells and increased CD31^+^ vessel- like structures (Figure 2, G and H). These results suggest that miR-21 expression within the tumor immune infiltrate is responsible for promoting tumor growth and that its deletion causes increased tumor cell death and decreased tumor angiogenesis.

### Tumor immune infiltrate of miR-21^–/–^ or WT mice adoptively transferred with miR-21^–/–^ BM is characterized by the presence of tumor-associated macrophages with an enhanced differentiated phenotype.

Then, we examined the tumor-infiltrating immune cells in LLC tumors of either *WT* or *miR-21^–/–^* mice as well as *WT* mice adoptively transferred with *WT* or *miR-21^–/–^* BM. We analyzed the frequency of immune cells related to tumor development, including myeloid-derived suppressor cells (MDSCs), tumor-infiltrating lymphocytes (TILs), and macrophages (4). We did not find differences in the percentage of MDSCs in the tumors of *miR-21^–/–^* mice or the proportion of monocytic or granulocytic MDSCs (Supplemental Figure 1A; supplemental material available online with this article; https://doi.org/10.1172/JCI127125DS1). We also did not detect differences in the percentage of CD4^+^ or CD8^+^ T cells in tumors from *miR-21^–/–^* mice or tumors from *WT* mice with *miR-21^–/–^* BM (Supplemental Figure 1, B and C). Furthermore, the proportion of IFNG expressing CD4^+^ or CD8^+^ T cells was similar in tumors from *WT* and *miR-21^–/–^* mice (Supplemental Figure 1D), suggesting that the percentage of activated T cells was equivalent.

We did, however, find a significant reduction in TAM infiltration in *miR-21^–/–^* mice and mice transferred with *miR-21^–/–^* BM (Figure 3, A and B) and a decreased percentage of TAMs expressing C-C chemokine receptor type 2, although the level of surface expression was not affected (Supplemental Figure 1E). In both *miR-21^–/–^* animals and mice transferred with *miR-21^–/–^* BM, we found that infiltrated TAMs exhibited increased surface expression of MHC class II (MHC II) (Figure 3, C and D). MHC II^+high^ TAMs are better fosters of antitumor immune responses (26). Altogether, these data show that macrophages lacking miR-21 have reduced infiltration into the TME, and those present have a phenotype more associated with tumor growth suppression.

### Expression of miR-21 in TAMs regulates disease outcome.

miR-21 is the most consistently overexpressed miRNA across tumor types (8) and is associated with poor prognosis (27). In solid tumors, these analyses were based on total tumor RNA, which lacks critical spatial information. We used quantitative ISH (qISH) to directly assess the colocalization of miRNA expression with tumor epithelial and/or other subcellular compartments by multiplexing with DAPI and cytokeratin immunofluorescence (28, 29). To determine the prognostic value of miR-21 expression in the major tumor compartments tumor islets [TIs] vs. TME), we used 3 retrospective non–small cell lung carcinoma (NSCLC) cohorts from Yale University (Supplemental Tables 1–3). NSCLC represents the most common subtype of lung cancer (30). These tissue microarrays (TMA) termed YTMA 79, 14, or 250, are composed of surgical resection samples from 290 patients with NSCLC. In order to validate miR-21 qISH, we first assessed miR-21 qISH on heart and spleen tissue from an *miR-21^–/–^* mouse (28). No specific signal for miR-21 could be detected in heart and spleen compared with normal WT (Supplemental Figure 2A). On the TMA, we found that the expression of miR-21 in tumor epithelial cells within TI was not associated with 5-year overall survival (OS) (Figure 4A). In non-tumor cells of the TME (Figure 4B), however, there was significant prognostic effect on 5-year OS with a worse survival for patients with high levels of miR-21 expression if they were stratified by the median. Combined analysis of the expression of miR-21 in TI and the TME did not show a significant effect on OS (Figure 4C). This finding indicates that high miR-21 expression in cells of the TME (non-tumor cells) has a negative impact on OS.

We then analyzed the expression of miR-21 in both compartments and found that the level of miR-21 expression was slightly higher in TI when compared with the TME (Figure 4D). Despite this fact, high expression of miR-21 in the TME was associated with a worse prognostic value (Figure 4B). This finding is in agreement with data showing that miR-21 expression in noncancerous cells of the tumor contributes to the pathogenesis of lung cancer (31).

miR-21 is highly expressed in the monocytic/macrophage lineage (32) and the most abundant miRNA in macrophages (10). In order to determine the levels of miR-21 in immune cells of LLC tumors, we challenged *WT* mice with eGFP-LLCs and after 14 days, TAMs (CD45^+^, CD11b^+^, MHC II^+^, F4/80^+^), LLCs (eGFP^+^) and TILs (CD45^+^, F4/80^–^) were sorted and the miR-21 levels analyzed. Within the tumor, we found that miR-21 was highly expressed in TAMs compared with the rest of the immune infiltrate and tumor cells (eGFP-LLCs) (Supplemental Figure 2B). Likewise, miR-21 levels were higher in BM-derived macrophages (BMDMs) compared with LLCs in culture (Supplemental Figure 2C).

A high density of TAMs was associated with worse survival in gastric cancer and head and neck cancer but better OS in patients with colorectal cancer (33). In patients with lung cancer, conflicting data have been reported (34, 35). We used CD68 immunofluorescence to detect macrophages in our TMAs and found CD68^+^ macrophages present in all tumor TMA spots of NSCLC cohorts (*n* = 240) in both the TI and TME (Figure 4D). A total of 50.1% of all miR-21–expressing cells were CD68^+^ (Figure 4F). Although TME areas were slightly enriched in CD68^+^ miR-21^+^ cells (Figure 4G), double positive cells could be found in both compartments (Figure 4E), and the level of miR-21 expression was similar (Figure 4E). We thus analyzed the contribution of miR-21 expression in macrophages to patients’ survival. We found that the level of expression of miR-21 in CD68^+^ cells present within TI was not associated with 5-year OS (Figure 4H). When the analysis was performed within the TME (Figure 4I), however, there was significantly worse survival for patients with high levels of miR-21 in CD68^+^ cells when they were stratified by the median. Combined analysis of the expression of miR-21 in CD68^+^ cells of TI and the TME (Figure 4J) showed a slight reduction in patients’ survival when miR-21 is high in tumor macrophages. Altogether, these data indicate that although miR-21 expression in macrophages is heterogeneously localized within the tumor, the level of expression of miR-21 in macrophages and in particular, in macrophages within the TME can predict patient survival.

### miR-21–deficient TAMs express a gene signature associated with the promotion of a robust antitumor immune function.

To elucidate the role of miR-21 in regulating TAM function, we isolated TAMs from LLC tumors of either *miR-21^–/–^* or *WT* mice and profiled their transcriptomes by RNA-Seq. *miR-21^–/–^* TAM gene expression patterns were distinct from *WT* TAMs (Supplemental Figure 3A). 

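TAMs were sorted as CD45+ CD11b+ MHC II+ F4/80+ cells from s.c. tumors of LLC, a mouse Lewis lung carcinoma line, 14 days after implantation, from mice given as 10 weeks old. Libraries of mRNA from 4 WT and 4 miR-21-/- samples were sequenced. The title of miR-21-/- replicate 1 joins a pair of sample numbers without saying whether it is a pool of mice, and it was counted as 1 replicate. The authors deposited 1 value per gene and sample in CPM (counts per 1e+06 reads), raised by 0.0001. A gene listed at 0.0001 had no counted reads, which can also mean that the gene was not counted, since all 37 genes of the mitochondrial genome are listed at 0.0001 in all samples. The values of the listed genes total 788099 to 806290 CPM (median 793431) in the WT samples and 796989 to 807758 CPM (median 802403) in the miR-21-/- samples. Low values fall mostly on whole multiples of 1 step per library, which is what 1 read is worth. From these steps, the depth in units of 1e+06 reads was 29.9, 28.9, 20.2 and 25.1 in WT samples 1 to 4 and 26.8, 33.4, 26.0 and 30.2 in miR-21-/- samples 1 to 4. Between 72.3% and 73.7% of the low values of each library were whole reads, so that whole counts could not be recovered for all genes and no count test was run. The 10 genes with the most reads held 6.20% to 7.42% of the total of each library.

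For the comparisons between genotypes, log2(CPM + 1) values were fitted with limma and p-values were adjusted by the Benjamini-Hochberg method. The fit covered 13850 of the 53247 genes in the table, those with a mean over the 8 samples of at least 1 per 1e+06 of the column totals. Fold changes are miR-21-/- over WT TAMs on the log2(CPM + 1) scale, which understates the change of low genes. Mir21a, the deleted gene, lies on chromosome 11 of GRCm38 from 86584067 to 86584158 on the minus strand, within exon 12 and the 3′ UTR of a transcript of Vmp1. It was listed at 0.0001 CPM in all 8 samples of both genotypes, so the genotype labels could not be checked by it.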

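Pearson correlations of the log2 values across genes, which are not independent replicates, ranged from 0.988 to 0.995 over the 12 pairs of samples of the same genotype and from 0.970 to 0.981 over the 16 pairs of different genotypes. Taking 1 minus the correlation as a distance, the mean distance between genotypes exceeded the mean distance within genotypes by 0.0163. No other of the 35 splits of the 8 samples into 4 and 4 gave as large a difference (exact permutation test, one-sided, p = 0.0286, the smallest p that 4 samples against 4 allow). Over the 500 genes with the largest variance, the alternative that moved this difference most, it was 0.188. The first principal component held 62.5% of the variance and separated the genotypes, while the second held 11.2%.

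**Figure D1:**
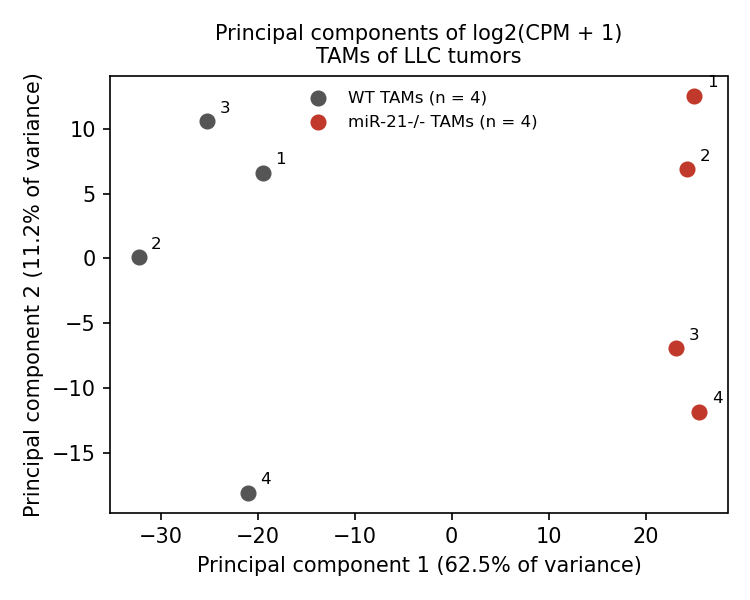
Principal components of the log2(CPM + 1) values of the tested genes, with the first component (62.5% of the variance) on the horizontal axis and the second (11.2%) on the vertical axis. Each point is 1 sample, numbered by replicate; the 4 WT samples lie between -32.3 and -19.5 on the first component and the 4 miR-21-/- samples between 23.1 and 25.5.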

Hierarchical clustering of log ratio transformed gene expression values of 1,035 genes that were differentially and significantly expressed (FC > 1.5, *P* ≤ 0.005 B-H FDR) showed the level of transcriptional dysregulation between each genotype and highlighted the similar expression patterning found among biological replicates in each group (Figure 5A). 

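With an adjusted p at or under 0.005 from limma and a fold change over 1.5, 986 genes differed between the genotypes, of which 400 were higher and 586 lower in miR-21-/- TAMs. The 4 miR-21-/- values did not overlap the 4 WT values in 985 of the 986 genes. Among all tested genes, 35.1% did not overlap, whereas 2.86% would by chance. The median absolute log2 fold change of the 986 genes was 0.88, and 65 of them changed by more than 4-fold, 38 higher and 27 lower. The largest increase was that of Pdpn (chromosome 4, 143267431 to 143299564), with 9.89 ± 5.91 CPM in WT and 112 ± 37.3 CPM in miR-21-/- TAMs (SD, n = 4 each), a log2 fold change of 3.51 (standard error 0.41, adjusted p = 0.000230 from limma). The largest decrease was that of Cx3cr1 (chromosome 9, 119901616 to 120069879), from 47.8 ± 21.4 to 2.69 ± 0.666 CPM, a log2 fold change of -3.64 (standard error 0.27, adjusted p = 1.63e-05 from limma).

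The median log2 fold change over all tested genes was -0.10, and the directions given here are relative to the authors' scaling. Rescaling the samples by the median of ratios moved this median by 0.10 and gave 528 higher and 348 lower genes, so that the share of higher genes rose from 40.6% to 60.3%. After quantile normalization, 491 genes were higher and 337 lower (59.3% higher). The alternatives that moved the total most were to drop the fold change limit, which gave 1982 genes, and a pseudocount of 10, which gave 452.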

Ingenuity pathway analysis (IPA) of both up- and downregulated genes (Figure 5B) in *miR-21^–/–^* TAMs identified gene signatures that favor cytokine-mediated communication between innate and adaptive immune cells, Th1 pathway, and a proinflammatory gene profile (Figure 5B). Conversely, a metabolic gene pattern, that in macrophages is linked to anti-inflammatory functions, and a Th2 gene signature were diminished in *miR-21^–/–^* TAMs (Figure 5B). Similarly, the top overrepresented disease and function categories pointed to an increased function of macrophages as antigen-presenting cells that promote activation of T lymphocytes (Figure 5C). 

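The gene sets of IPA were not used here. In their place, short lists written from general knowledge were tested with limma's camera, two-sided, and adjusted over the 8 lists of gene functions. Of 18 genes of proinflammatory mediators, 15 passed the filter and 14 of these were higher in miR-21-/- TAMs. Their median log2 fold change was 0.91 (camera adjusted p = 1.23e-10). 9 of the 15 genes passed the threshold when adjusted over all tested genes, and 9 when adjusted over the list alone. The paper names 8 of the 15 in its text or figures, so these are not independent of its choice. Only Cxcl1 was lower, with a log2 fold change of -0.59.

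Of 20 genes induced by IFN-γ, 19 were higher, with a median log2 fold change of 1.53 (camera adjusted p = 8.67e-26), and 18 passed the threshold by both adjustments, over all tested genes and adjusted over the list alone. The largest change among them was that of Gbp4, from 70.3 ± 21.0 CPM to 488 ± 29.7 CPM (SD, n = 4 each), a log2 fold change of 2.83. A list of 21 genes induced by type I interferons had a median of 0.14 (camera adjusted p = 0.0102), with 13 genes higher and 8 lower. None of the 21 passed the threshold, also when adjusted over the list alone (0 genes), and 7 had an unadjusted p under 0.05. The fry test kept the calls of the proinflammatory and IFN-γ lists, and of the lists of antigen presentation and fatty acid β-oxidation, at an adjusted p of 0.05, but not those of the type I interferon list (0.535) or of a list of blood vessel formation (0.186). With the correlation between genes estimated from the data, no list of gene functions reached 0.05, and the smallest adjusted p was 0.0577.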

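Of 21 genes of fatty acid β-oxidation, 18 were lower in miR-21-/- TAMs and 3 higher. The median log2 fold change was -0.23, or -0.12 relative to all tested genes (camera, two-sided, adjusted p = 0.0437). This call was lost after rescaling by the median of ratios (median -0.11, camera adjusted p = 0.103), and over the alternatives the adjusted p ranged from 0.000650 to 0.585. Only Etfb passed the threshold, also when adjusted over the list alone (1 gene), with 29.3 ± 1.65 CPM in WT and 19.1 ± 0.884 CPM in miR-21-/- TAMs (SD, n = 4 each), a log2 fold change of -0.59 (standard error 0.063, adjusted p = 0.000149 from limma). Acsl1 had the highest log2 fold change of the list, 0.42, below the threshold.

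On a list of 18 genes of Th2-associated macrophage activation, 16 passed the filter, with 7 higher and 9 lower and a median of -0.12. In camera, which gave the opposite direction (higher), the list was not distinguishable from other genes (adjusted p = 0.173). 3 of the 16 genes passed the threshold, all higher (4 when adjusted over the list alone, 3 higher and 1 lower). Pdcd1lg2 rose from 6.85 ± 1.06 CPM to 55.7 ± 6.12 CPM, a log2 fold change of 2.86. Arg1 and Il4ra, named after their values were seen, had log2 fold changes of 2.53 and 0.75. Cd163 had the lowest value of the list, -1.97 (standard error 0.57), with an adjusted p of 0.0222 from limma and overlapping groups, 75.3 ± 44.4 CPM in WT and 16.0 ± 8.04 CPM in miR-21-/- TAMs. Of the 8 fits that left out 1 sample, 1 put it past the threshold, that without WT replicate 4 (-2.60), in which it was at 15.6 CPM.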

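On a list of 20 genes of antigen presentation, 16 were higher and 4 lower in miR-21-/- TAMs. The median log2 fold change was 0.57 (camera, two-sided, adjusted p = 1.20e-10), and 10 genes passed the threshold, all higher, as did 10 when adjusted over the list alone. The list includes 2 genes that the paper names. The largest change was that of Nlrc5, an activator of MHC class I genes, which rose from 103 ± 12.4 CPM to 200 ± 21.3 CPM (SD, n = 4 each), a log2 fold change of 0.96 (standard error 0.096, adjusted p = 0.000104 from limma). The lowest value was that of Ciita, the activator of MHC class II genes, with 195 ± 39.8 and 182 ± 61.0 CPM, a log2 fold change of -0.14 that was within the spread between replicates (adjusted p = 0.659 from limma). The 9 genes of the MHC class I pathway on the list, grouped after their values were seen, were all higher and 7 of them passed the threshold. Of its 8 genes of the class II pathway, grouped in the same way, 4 were higher and 4 lower, and 1, Ctss, passed the threshold. The cells had been sorted on surface MHC II, a protein that the paper found raised on miR-21-/- TAMs.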

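A list of 24 genes of blood vessel formation, written from general knowledge, had 21 genes that passed the filter, 13 higher and 8 lower in miR-21-/- TAMs. Their median log2 fold change was 0.22 (camera, two-sided, adjusted p = 0.0102). The call was lost under both other scalings, with an adjusted p of 0.103 after the median of ratios and 0.102 after quantile normalization, and the adjusted p ranged from 0.00436 to 0.391 over the alternatives. 4 genes passed the threshold, 3 of them higher and 1 lower (4 when adjusted over the list alone). Mmp2, the gene with the lowest log2 fold change of the list, fell from 21.0 ± 2.52 CPM to 11.3 ± 3.92 CPM (SD, n = 4 each; log2 fold change -0.90, adjusted p = 0.00868 from limma).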

Alternatively, gene signatures related to tumor growth and the regulation of blood vessel formation were downregulated (Figure 5C). Heatmaps with the list of regulated genes within these pathways and additional relevant functions are depicted in Figure 5, D–G and Supplemental Figure 3, B–D. Among the differentially expressed genes, Th1-promoting and tumor- suppressive cytokines such as *Il27* and *Il12* (36, 37) and the costimulatory molecules (38), *Cd86* and *Cd40*, were upregulated in *miR-21^–/–^* TAMs (Supplemental Figure 3E). Moreover, we found increased expression of proinflammatory mediators including *Tnf* and *Cxcl10* and *Cxcl9* (Supplemental Figure 3E).

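Il27 (chromosome 7, 126589010 to 126594941) was at 4.33 ± 1.33 CPM in WT and 9.48 ± 1.16 CPM in miR-21-/- TAMs (SD, n = 4 each), a log2 fold change of 1.00 (standard error 0.16, adjusted p = 0.00129 from limma). Its log2 fold change was below the limit with a pseudocount of 10 (0.45), and its adjusted p exceeded 0.005 with no filter on low values and without miR-21-/- replicate 3. Cd40 rose from 21.9 ± 1.67 to 37.1 ± 4.11 CPM, a log2 fold change of 0.73 (standard error 0.085, adjusted p = 0.000232 from limma), which a pseudocount of 10 lowered to 0.56, under the limit. Cd86 rose from 94.2 ± 17.8 to 149 ± 10.9 CPM, a log2 fold change of 0.68 (standard error 0.12, adjusted p = 0.00208 from limma). With no filter on low values its adjusted p was over the limit. Of the 8 fits that each left out 1 sample, 1 kept Cd86 past the threshold, and its log2 fold change in these fits was 0.56 to 0.78.

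IL-12 is encoded by Il12a and Il12b, and both were below the filter on low values. Il12a was at 0.279 ± 0.116 CPM in WT and 0.525 ± 0.0757 CPM in miR-21-/- TAMs (SD, n = 4 each). The groups did not overlap (exact permutation test, two-sided, p = 0.0286), with 3 to 11 reads per WT sample and 12 to 17 reads per miR-21-/- sample. In the limma fit with no filter, its adjusted p was 0.0576. Il12b was at 0.495 ± 0.186 and 0.379 ± 0.141 CPM, a difference within the spread between replicates (exact permutation test, two-sided, p = 0.343).

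**Figure D2:**
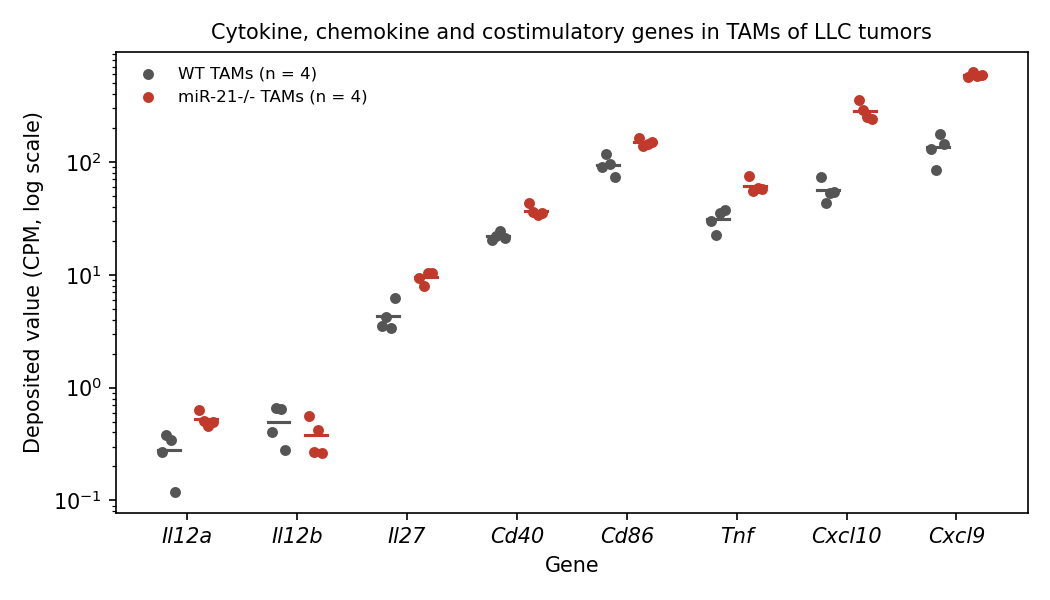
Deposited values in CPM, on a log scale, of genes of cytokines, chemokines and costimulatory molecules. Each point is 1 sample of TAMs (4 WT, 4 miR-21-/-) and each bar the mean of a genotype; the groups overlap for Il12b and do not overlap for the other genes plotted.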

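Tnf was at 31.3 ± 6.67 CPM in WT and 61.5 ± 9.29 CPM in miR-21-/- TAMs (SD, n = 4 each), a log2 fold change of 0.97 (standard error 0.15, adjusted p = 0.00115 from limma). In miR-21-/- replicate 1 Tnf was at 75.3 CPM, against 55.3 to 58.2 CPM in the other replicates. With no filter on low values, its adjusted p was 0.00874, over the limit, within a range of 0.000614 to 0.00874 over the alternatives. Cxcl10 was at 56.1 ± 13.0 and 283 ± 53.2 CPM, a log2 fold change of 2.33 (standard error 0.16, adjusted p = 1.51e-05 from limma). Cxcl9 was at 135 ± 38.4 and 591 ± 22.5 CPM, a log2 fold change of 2.17 (standard error 0.18, adjusted p = 3.08e-05 from limma). Both chemokines stayed past the threshold under each of the 10 alternatives and in each of the 8 fits that left out 1 sample. Among the 10, the choice of row per symbol could not change the fit.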

IL-12 is a reported target of mir-21 (15) and a strong inducer of Th1 responses, with demonstrated antitumor activity (37) that is produced by different immune cells including macrophages. The increased levels of *Il12* found in *miR-21^–/–^* TAMs are consistent with lost miR-21–mediated targeting. 

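The site that the seed of miR-21 pairs with over 8 bases, ATAAGCTA, was looked for in the annotated 3′ UTRs of GRCm38. The 3′ UTR of Il12a, a gene on chromosome 3 from 68690644 to 68698547, is 497 bases long and holds 1 such site. The 3′ UTR of Il12b, a gene on chromosome 11 from 44400063 to 44414033, is 797 bases long and holds none. On the log2(CPM + 1) scale, the difference between miR-21-/- and WT TAMs was 0.26 for Il12a and -0.11 for Il12b. For Il12a it was 0.78 with a pseudocount of 0.1 and 0.034 with a pseudocount of 10. With 1 sample left out, the exact permutation test of Il12a gave p = 0.0286 without each of the WT samples or miR-21-/- replicate 3, and p = 0.0571 without miR-21-/- replicate 1, 2 or 4.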

To identify miR-21/mRNA associations relevant to TAM pathophysiology, we examined global correlation patterns between significantly upregulated genes in *miR-21^–/–^* TAMs and miR-21 predicted target genes (Figure 6A). We used a combination of 4 microRNA prediction algorithms and selected genes that were predicted by at least 2 prediction methods. 

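Fig. 6A prints the predicted targets, and each was looked up among the tested genes. 64 of the 65 genes were tested; all 64 were higher in miR-21-/- TAMs, with no overlap between the genotypes, and 59 passed the threshold in adjusted p and fold change. 59 also passed when adjusted over the list alone, which is not independent evidence, since the list was chosen on these samples. The number moved most with no filter on low values, to 38. The largest change was that of Tgtp1 (chromosome 11, 48985327 to 48994172), from 3.79 ± 1.16 to 47.9 ± 5.42 CPM (SD, n = 4 each), a log2 fold change of 3.38 (standard error 0.16, adjusted p = 1.53e-06 from limma). Its value is uncertain, since its reads can be shared with the paralog Tgtp2, which had a log2 fold change of 2.08. Vmp1 (chromosome 11, 86583865 to 86683836), whose transcript holds Mir21a, rose from 124 ± 9.08 to 397 ± 23.4 CPM, a log2 fold change of 1.67 (standard error 0.067, adjusted p = 7.10e-07 from limma).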

Among the 321 significantly upregulated mRNAs, 65 were predicted targets of miR-21 (Figure 6A). Together, they represented approximately 20% of the significantly upregulated genes found in *miR-21^–/–^* TAMs. These 65 significantly upregulated and predicted targets of miR-21 were used as a data set for network analysis using the IPA Regulator Effects algorithm (Figure 6B). 

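The listed targets past the threshold made up 14.8% of the higher genes found here. Only genes printed in Fig. 6A could count as targets, so the share is a lower bound. This share ranged from 9.81% with no fold change limit to 17.1% with a pseudocount of 10, and from 13.4% to 15.9% over the fits that each left out 1 sample.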

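Of the 15 target genes drawn in the network of Fig. 6B, 14 were tested and all 14 were higher in miR-21-/- TAMs. 12 passed the threshold, as did 12 when adjusted over the list alone. Bcl2l11 and Gch1 stayed under the fold change limit, and Il12a was not tested.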

Downregulation of miR-21 was predicted as an upstream regulator, providing confidence of the predicted regulatory network generated. 

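Seed sites were also counted without a prediction program. Of the tested genes with an annotated 3′ UTR, 256 had at least 1 site matching the miR-21 seed over 8 bases and 10021 had no site of 7 or 8 bases. The median log2 fold change was -0.011 for genes with the 8-base site and -0.12 for genes with none, a difference of 0.11. This was larger than in all of 10000 random lists matched on mean expression and 3′ UTR length (permutation test, two-sided, p = 0.0002, the smallest that 10000 lists can give). The difference was 0.062 for the 885 genes with a site of at least 7 bases that includes position 8 of the miRNA. An 8-base site was present in 4.36% of the higher genes, 2.75% of the lower genes and 2.14% of the other tested genes (Fisher's exact test, two-sided, p = 0.0131 for higher against other genes and p = 0.252 for higher against lower genes). A site of 7 or 8 bases was present in 13.1%, 11.5% and 12.5% of these groups (Fisher's exact test, two-sided, p = 0.740 for higher against other genes). A site of 6 or more bases, counted after the other values were seen, was present in 34.3%, 33.9% and 35.2% (Fisher's exact test, two-sided, p = 0.774 for higher against other genes).

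On a list of 20 reported targets of miR-21, written from general knowledge, 14 genes passed the filter, 3 higher and 11 lower (3 of the 14 are also named in the paper), with a median of -0.24 (camera, two-sided, adjusted p = 0.587). By fry the list was lower with an adjusted p of 0.00168, and the adjusted p ranged from 0.00168 to 0.750 over the alternatives. 5 genes passed the threshold, 2 higher and 3 lower (6 when adjusted over the list alone). Pdcd4, with 1 site of 8 bases in its 3′ UTR, had the lowest value and fell from 13.6 ± 1.15 to 7.51 ± 0.991 CPM (SD, n = 4 each), a log2 fold change of -0.79 (adjusted p = 0.000377 from limma). Jag1 had the highest, 1.04 (adjusted p = 0.00902 from limma).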

Among the predicted upstream regulators, we found IL-21, IFNA, and IFNG, factors reported to have antitumor effects in a variety of murine experimental tumor models (39–41). 

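Il21 had at most 1 read in a WT sample and 2 in a miR-21-/- sample, and Ifna1, Ifna2 and Ifna4 were listed at 0.0001 CPM in all samples. Ifng (chromosome 10, 118441046 to 118445892) was at 0.464 ± 0.292 CPM in WT and 2.26 ± 1.07 CPM in miR-21-/- TAMs (SD, n = 4 each), without overlap. Its log2 fold change was 1.11 (standard error 0.24), with an adjusted p of 0.00554 from limma, just over the limit. It passed the threshold with a pseudocount of 0.1 (2.07), after quantile normalization (1.22) and without miR-21-/- replicate 3 (1.33). Of 11 regulator genes looked up, 6 were tested. Of these 0 passed the threshold as higher genes, 4 had an unadjusted p under 0.05, and 1 passed when adjusted over the list alone. The paper predicts its regulators from a network of target genes, not from the regulators' own mRNA. Values of that mRNA in TAMs therefore do not test the prediction. Parp1 fell from 128 ± 3.21 to 90.7 ± 5.33 CPM, a log2 fold change of -0.49 (adjusted p = 0.000181 from limma), under the fold change limit.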

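Il1b (chromosome 2, 129364570 to 129371139) was at 680 ± 88.3 CPM in WT and 942 ± 162 CPM in miR-21-/- TAMs (SD, n = 4 each). The groups did not overlap (exact permutation test, two-sided, p = 0.0286), but the log2 fold change of 0.46 (standard error 0.13) had an adjusted p of 0.0213 from limma and did not pass the threshold.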

The model also predicts IL-1B, a canonical proinflammatory cytokine with antitumor roles (42), as an upstream regulator. The anticipated impact of the molecular expression changes showed an increase in downstream functions involved in inflammatory responses as well as the activation and homeostasis of leukocytes. These data indicate that miR-21 depletion in TAMs causes a global rewiring of their transcriptional regulatory network that is skewed toward a proinflammatory phenotype and the promotion of an antitumoral immune response (5, 42, 43). 

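Nos2 (chromosome 11, 78920787 to 78960254), the gene of the inducible nitric oxide synthase, was at 33.3 ± 7.75 CPM in WT and 144 ± 20.7 CPM in miR-21-/- TAMs (SD, n = 4 each), a log2 fold change of 2.10 (standard error 0.17, adjusted p = 2.99e-05 from limma). From the pathways of the higher and lower genes, the predicted targets among the higher genes and the regulators that IPA places above them, the paper concludes that TAMs without miR-21 have a rewired regulatory network with a proinflammatory, antitumor direction.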

Proinflammatory stimulation of *miR-21^–/–^* BMDMs revealed a significant upregulation of proinflammatory gene signature, including *Il12*, *Tnf*, and *Cxcl10* compared with WT BMDMs (Supplemental Figure 3F). These findings are in agreement with previous published data (10, 16) and support the idea that miR-21 deficiency primes macrophages to develop a proinflammatory program (43). In vivo, this translates to an antitumor phenotype when it happens in conjunction with Th1 immune response (5, 42). Interestingly, a proinflammatory phenotype of TAMs in patients with NSCLC has been positively associated with survival time (44).

### Increased IL12 in miR-21–deficient TAMs improves cytotoxicity of CD8^+^ T cells.

Consistent with the TAM profiling data, we found that tumors from *miR-21^–/–^* mice had a higher percentage of IL-12^+^ and TNF^+^ TAMs (Figure 7, A and B, left panels) and also had higher levels of IL-12 and TNF (Figure 7, A and B, right panels). Similar results were observed in the tumors of *WT* mice transplanted with *miR-21^–/–^* BM (Figure 7, C and D). We also found increased levels of costimulatory molecules CD40 and CD86 (Figure 7E) linked to enhanced macrophage antitumor activity (38). These data, together with the overall transcriptome signature exhibited by *miR-21^–/–^* TAMs, suggest that these cells could participate in enhancement of cytotoxic T-lymphocyte (CTL)–dependent cell death (45–47).

Increased intracellular levels of GZMB and higher levels of extracellular LAMP1 (CD107a) in tumor-infiltrated CD8^+^ T cells indicate better targeting and killing capacity of cancer cells by CTLs (48). We found that CD8^+^ T cells within the tumors of mice transplanted with *miR-21^–/–^* BM had higher levels of GZMB than their *WT* counterparts (Figure 7, F and G) and enhanced degranulation status (Figure 7, H and I), as indicated by the larger number of CD8^+^ T cells with surface expression of CD107a (48). This finding is in agreement with the increased cell death observed in tumors of *miR-21^–/–^* or *WT* mice transplanted with *miR-21^–/–^* BM. However, the phenotype observed in CD8^+^ TILs could be mediated by the absence of miR-21 expression in these cells. Thus, we analyzed GZMB levels in CD8^+^ T cells isolated from the Peyer’s patches of healthy adult *WT* or *miR-21^–/–^* mice because in healthy and unchallenged mice, CD8^+^ T cells from Peyer’s patches express high levels of GZMB (49). We did not find differences in GZMB levels (Supplemental Figure 3G). Additionally, naïve splenic CD8^+^ T cells of *miR-21^–/–^* mice activated by anti-CD3 Ab for 3 and 6 days exhibited no difference in intracellular levels of GZMB (Supplemental Figure 3H) compared with *WT* controls. These results indicate that the absence of miR-21 in CD8^+^ T cells does not affect cell-intrinsic levels of GZMB and that additional mechanisms account for the observed differences in CD8^+^ TILs from *miR-21^–/–^* mice.

To test whether the increase of GZMB and CD107a in CD8^+^ TILs of *miR-21^–/–^* mice leads to more CTL activity, we isolated CD8^+^ TILs from *WT* or *miR-21^–/–^* tumors and immediately cultured them with LLCs to monitor their killing capacity. CD8^+^ TILs isolated from *miR-21^–/–^* mice were more effective at reducing proliferation and increasing the number of apoptotic (annexin V^+^) target cells (Figure 7, J and K), indicating that miR-21 deficiency in non-CD8^+^ cells within the TME improves CTL activity.

IL-12, a potent inducer of CTL activity in CD8^+^ T cells (37), was increased in TAMs of *miR-21^–/–^* mice or *WT* mice transplanted with *miR-21^–/–^* BM (Figure 7, A and C). Thus, we hypothesized that increased IL-12 in *miR-21^–/–^* TAMs was responsible for the increased GZMB levels. Thereby, WT splenic CD8^+^ T cells were isolated and activated with an anti-CD3 Ab and incubated with conditioned media obtained from *miR-21^–/–^* or *WT* TAMs (Figure 7L). Conditioned media from *miR-21^–/–^* TAMs led to higher levels of GZMB than media obtained from *WT* TAMs. Furthermore, a neutralizing anti–IL-12 Ab blunted this effect (Figure 7L). Altogether, these data suggest that IL-12 from *miR-21^–/–^* TAMs participates in the improved T-cell responses observed in mice transferred with *miR-21^–/–^* BM and thus contributes to the increased tumor cell death observed in these animals, consistent with the enhanced antitumor immune response mediated by *miR-21^–/–^* TAMs.

### Increased CXCL10 in miR-21–deficient TAMs mediates angiostatic effects within the LLC tumors.

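In miR-21-/- TAMs, Vegfa rose from 49.6 ± 13.5 to 100.0 ± 8.99 CPM (SD, n = 4 each), a log2 fold change of 1.03 (standard error 0.16, adjusted p = 0.00102 from limma). Hif1a rose from 228 ± 36.8 to 467 ± 63.5 CPM, also a log2 fold change of 1.03 (standard error 0.12, adjusted p = 0.000248 from limma), with 561 CPM in miR-21-/- replicate 1 and 425 to 445 CPM in the others. Plaur had a log2 fold change of 0.66. Vegfb fell from 10.1 ± 1.07 to 4.98 ± 0.843 CPM, a log2 fold change of -0.90 (standard error 0.12, adjusted p = 0.000476 from limma). Vegfa, Vegfb and Plaur were named after their values were seen; Hif1a had the highest value of the list of blood vessel formation.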

Reduced vascularization was another outstanding phenotype observed in tumors of mice transplanted with *miR-21^–/–^* BM. *mir-21^–/–^* TAMs exhibited a gene signature associated with decreased blood vessel formation. In addition to *Il12*, *miR-21^–/–^* TAMs exhibited increased mRNA levels of *Cxcl10* and *Cxcl9*. 

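Across single samples of TAMs, Cxcl10 ranged from 42.9 to 74.0 CPM in WT and from 239 to 357 CPM in miR-21-/- mice, and Cxcl9 from 85.7 to 178 CPM in WT and from 571 to 622 CPM in miR-21-/- mice. The lowest of the 4 miR-21-/- values lay above the highest of the 4 WT values for both genes (exact permutation test, two-sided, p = 0.0286).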

IL-12 in tumors negatively regulates the tumor vasculature (50). This effect is associated with IFN-inducible production of CXCL10 and CXCL9, angiostatic chemokines that have been described to halt tumor progression by inhibiting EC proliferation and differentiation into capillary structures (51). Immunofluorescent staining demonstrated that CXCL10 was significantly increased in CD68^+^ TAMs from WT mice transplanted with *miR-21^–/–^* BM (Figure 8A). Moreover, tumor ECs (TECs) isolated from these mice showed reduced numbers of Ki-67^+^ cells compared with their control counterparts (Figure 8B), indicating diminished proliferation. These results indicate that absence of miR-21 induces the expression and production of IL-12 and CXCL10 in TAMs. This can explain, at least in part, the increased tumor cell death and reduced neovascularization, leading to an overall reduction of tumor growth.

### Conditional deletion of miR-21 in macrophages reduces tumor growth by promoting CTL activity and diminishing the proliferative phenotype of tumor-associated vasculature via increased IL-12 and CXCL10 production.

To more specifically ascertain whether the observed effects were a result of deletion of miR-21 in macrophages, we used *LysMCre;miR-21^fl/fl^* mice. *LysMCre* mice allow for both fairly specific and highly efficient (83%–98%) Cre-mediated deletion of mature macrophages (52).

Deletion of miR-21 in the macrophages also led to the development of smaller tumors when compared with control mice (*miR-21^fl/fl^*) (Figure 9, A and B). LLC tumors from *LysMCre;miR-21^fl/fl^* mice did not have decreased TAM infiltration; however, their MHCII expression was increased (Figure 9C). Tumors from *LysMCre;miR-21^fl/fl^* mice showed increased levels of cell death (Figure 9D), and although the overall number of CD8^+^ T cells was not affected, they had higher levels of GZMB and extracellular CD107a (Figure 9E). Tumors from *LysMCre;miR-21^fl/fl^* mice also exhibited reduced neovascularization (Figure 9F), which was associated with reduced proliferating TECs (Figure 9G) and an increased percentage of TUNEL^+^ CD31^+^ TECs(supplemental Figure 4A). This effect could also be attributable to the higher levels of CXCL10 found in CD68^+^ macrophages of these tumors (Figure 9H).

To ascertain whether these effects on tumor growth were due to LLCs being grown in a non–organ-specific microenvironment, we performed orthotopic implantation of the isogenic LL/2 Red-Fluc murine LLC-derived cell line (Figure 10, A and B) or isogenic B16 melanoma murine skin cancer cell line (Supplemental Figure 4, B and C) into *LysMCre;miR-21^fl/fl^* and analyzed tumor growth. Deletion of miR-21 in macrophages led to the development of smaller tumors in these 2 different orthopic models. When cancer cells were implanted in an organ-specific microenvironment, the effect of miR-21 deficiency in macrophages was exacerbated (Figure 9, A and B, and Figure 10B).

Some reports have described LysM-mediated Cre recombination in DCs, although efficiencies range from 5% to 50% depending on the tissue and the subpopulation of DCs analyzed (53, 54). Given that tumoral DCs have been described to be necessary for CTL activation (55, 56), we analyzed LysMCre-mediated deletion of miR-21 in TAMs vs. tumor DCs. As shown in Supplemental Figure 4D, TAMs from s.c. LLC tumors of *LysMCre;miR-21^fl/fl^* showed efficient reduction of mR-21 levels when compared with TAMs isolated form control *miR-21^fl/fl^* mice. However, the expression of miR-21 in DCs isolated from *LysMCre;miR-21^fl/fl^* of *miR-21^fl/fl^* tumor-bearing mice was unaffected. Thus, the phenotype is not attributable to the deletion of miR-21 in tumor DCs.

To better understand the interaction of miR-21–deficient macrophages with CD8^+^T cells in the context of the TME, we performed single-cell RNA-Seq in sorted CD45^+^ cells from the tumors of *miR-21^fl/fl^* or *LysMCre;miR-21^fl/fl^* mice. We first used unsupervised clustering to generate t-distributed stochastic neighbor embedding (t-SNE) plots that separated the cells into distinct groups (Figure 11, A and B). Representation of t-SNE plots (Figure 11, overlay colored by sample) did not reveal overall outstanding differences in cell populations. The same colored cells were clustered together in the combined sample (Figure 11B). We identified and classified 7 major cell types: CD8^+^T cells, CD4^+^ T cells, NK cells, granulocytic MDSCs, monocytic MDSCs, DCs and macrophages/monocytes (see featured plots of selected marker gene overlays in Supplemental Figure 5A). Within the macrophages, 8 different clusters were detected. Based on gene markers of existing literature (57), proangiogenesis and proinflammatory macrophages were classified (Supplemental Figure 5, A and B). Within the different macrophage/monocyte clusters, the expression of canonical differentiation markers largely overlapped (Supplemental Figure 5B). All remaining macrophage cluster types failed to pass the classification threshold for any specific macrophage type and stayed as “unassigned.” Because CD8^+^ T cells were unequivocally identified, we analyzed the changes in gene expression in CD8^+^ TILs (with intact miR-21) that were either in an immune infiltrate environment mostly made up of macrophages expressing miR-21 (*miR-21^fl/fl^*) or not expressing miR-21 (*LysMCre;miR-21^fl/fl^*). Figure 11C shows a dot plot analysis of differentially expressed genes in CD8^+^T cells of the tumor immune infiltrate of *miR-21^fl/fl^* or *LysMCre;miR-21^fl/fl^* mice. Interestingly, the proportion of cells with high expression of genes associated with an activated and cytotoxic phenotype, including *Il12rb2*, *Cd69*, *Ifng*, *Ccl4*, *Ccl3*, *Cxcl10*, and several granzyme coding genes, was increased in CD8^+^ TILs of the tumor immune infiltrate of *LysMCre;miR-21^fl/fl^* mice. IPA analysis of this set of genes showed an enrichment of gene signatures that promote the communication between innate and adaptive immune cells, as well as IL-12 signaling and Th1 immune responses (Figure 11D). Prediction network analysis of these regulated genes showed IL-12 as a potential upstream regulator, while degranulation and cytotoxicity of T cells were predicted as downstream functions of these gene expression changes (Figure 11E). Importantly, blockade of IL-12 and CXCL10 in tumor-bearing *LysMCre;miR-21^fl/fl^* mice produced an increase in tumor growth as compared with *LysMCre;miR-21^fl/fl^* mice treated with an isotype control (Figure 12, A and B). Furthermore, we observed a reduction in the expression of GZMB in CD8^+^ TILs when IL-12 and CXCL10 were neutralized in *LysMCre;miR-21^fl/fl^* mice (Figure 12C), as well as an increase in neovascularization (Figure 12D). On the whole, our results provide evidence that the decreased tumor growth, improved CTL response, and decreased neovascularization observed in animals lacking miR-21 in TAMs is mediated, at least in part, by increased IL-12 and CXCL10.

### Antagonism of miR-21 in macrophages reduces tumor progression even when miR-21 is not expressed in cancer cells.

Given the desirable outcomes that miR-21 deficiency in macrophages produces, we aimed to specifically inhibit miR-21 in macrophages during tumor progression. We took advantage of a pHLIP, which is a carrier peptide that under acidic conditions can insert directionally across cell membranes and thereby translocate otherwise membrane-impermeable cargo molecules into cells via a nonendocytic route (58). Given the acidic conditions found in solid tumors, pHLIP has been shown to home to a variety of tumors when administered systemically (59). pHLIP has been coupled to antisense nucleic acid analogues consisting of peptide nucleic acids (PNAs), to create delivery vectors to successfully silence tumor miRNAs (60). The acidic environment found in the tumor has been largely attributed to the high glycolytic rate of tumor cells (61). TAMs have also activated aerobic glycolysis and thus contribute to a local acidification within the TME (62). We wondered whether pHLIP would also efficiently accumulate in TAMs in addition to tumor cells. Enhanced insertion of pHLIP into a variety of cells has been shown under acidic conditions in vitro (58). However, internalization of pHLIP by different cell types within the tumor has not been reported. Thus, we s.c. implanted eGFP-LLCs, and 2 weeks, later mice were injected with pHLIP Variant 3 (Var3) conjugated with fluorescent Alexa546 (63). Single cells of the tumor were isolated, and Alexa546 fluorescence was analyzed via flow cytometry. We found that in addition to cancer cells (eGFP LLCs), the fluorescent signal from pHLIP Var3-AF546 was also detected in TAMs (Supplemental Figure 6, A–C). Although the percentage of cancer cells that incorporated pHLIP Var3-AF546 was higher (Supplemental Figure 6A), the cell-associated fluorescence was greater in TAMs (Supplemental Figure 6, B and C). Interestingly, splenic macrophages did not show any pHLIP Var3-AF546 cell incorporation. When compared with other cells of the tumor immune infiltrate, also in an acidic microenvironment, TAMs seem to be more efficient at incorporating pHLIP Var3-AF546 because a greater number of cells showed a higher amount of inserted peptide when compared with CD4^+^ or CD8^+^ T cells and DCs (Supplemental Figure 6F). Interestingly, nonimmune cells of the TME, including ECs did not efficiently internalize pHLIP when compared with CD68^+^ macrophages within the tumor (Supplemental Figure 6F). These data indicate that pHLIP is an efficient way to target not only cancer cells but also TAMs.

We then assessed the therapeutic antitumor efficacy of pHLIP anti–miR-21 PNA in vivo. The PNAs were also tagged with TAMRA for visualization. Intravenous administration of pHLIP anti–miR-21 to mice with orthotopic and heterotopic lung cancer tumors resulted in a significant reduction in tumor growth when compared with mice injected with pHLIP anti–miR-mismatch control (Supplemental Figure 8, A and B, and Figure 13A). Furthermore, enhanced delivery (TAMRA fluorescence) to macrophages within the tumor was detected by flow cytometry and by immunofluorescence in CD68^+^ macrophages (Supplemental Figure 6, D and E, respectively). Despite the fact that DCs also became glycolytic upon activation (64), we only found a small proportion of DCs that showed low levels of incorporation of pHLIP Var3-AF546 (Supplemental Figure 6, A–C) or pHLIP anti–miR-21-TAMRA (Supplemental Figure 6, D and E). This was not sufficient to reduce miR-21 levels in DCs or affect miR-21 target expression (Supplemental Figure 6G).

To avoid targeting cancer cells expressing miR-21, we used CRISPR/Cas9-mediated genome editing to KO miR-21 from LLC cells (*miR-21^–/–^* LLCs) (Supplemental Figure 7). The effect of pHLIP anti–miR-21 was assessed in mice bearing *miR-21^–/–^* LLC tumors (Figure 13B). pHLIP anti–miR-21 administration still reduced tumor burden in mice bearing *miR-21^–/–^* LLC tumors, suggesting that targeting miR-21 in TAMs is sufficient to efficiently diminish tumor growth. Moreover, increased tumor cell death and reduced neovascularization were also observed (Figure 13, C and D). mRNA levels of miR-21 targets such as *Il12*, *Tnf*, or *Cxcl10* were increased in sorted TAMs from miR-21^–/–^ LLC tumors that were administered pHLIP anti–miR-21 (Figure 13E), indicating efficient miR-21 inhibition in TAMs. We also observed improved T-cell responses as indicated by increased GZMB and degranulation in CD8^+^ TILs (Figure 13F). Furthermore, increased levels of CXCL10 in CD68^+^ macrophages of these tumors was associated with reduced CD31^+^ capillary structures (Figure 13G).

Taken together, these results show that targeting miR-21 in macrophages promotes an antitumoral immune response and an overall proinflammatory angiostatic function that results in a significant reduction in tumor growth.

## Discussion

In this study, we have used a variety of different mouse models to assess how miR-21 in noncancerous cells of the TME contributes to tumor progression. Cancer initiation and progression has been historically defined by the behavior of cancer cells, including regulation by miRNAs, which have an impact on many of the autonomous functions of cancer cells to either promote or suppress tumor growth (1). Importantly, miRNAs in cells from the TME have also emerged as key players involved in the development and progression of cancer (5–7, 65).

Our results using syngeneic heterotopic and orthotopic lung cancer models demonstrate that miR-21 expression in noncancerous cells plays an important role in tumor progression, in agreement with reports using other models (24, 25). However, the existing literature fails to fully elucidate the cell compartment of the TME in which miR-21 primarily contributes to tumor progression, often relying on in vitro systems or approaches that globally target miR-21 in a non–cell/tissue-specific manner (19–25, 31).

Within the TME, miR-21 has been reported to be increased in many types of cancer (22, 27, 31, 66), and this increase was linked to tumor progression. Our data, in 3 cohorts of patients with stage I NSLC show that high expression of miR-21 in the nontumor cells of the TME is significantly associated with reduced overall survival. In agreement with these findings, a recent report shows that increased expression of miR-21 in the TME, but not in cancer cells, was associated with a poor prognosis for patients with lung adenocarcinoma (31). This effect was linked with increased expression of miR-21 in cancer-associated fibroblasts (CAFs) (31), similar to what has been reported in pancreatic and colorectal tumors (21–23). However, the underlying mechanisms of cancer-associated fibroblast–miR-21 promoting tumor growth were only investigated in vitro. We show that the expression of miR-21 in infiltrated immune cells, not stromal cells, is responsible for promoting tumor growth. This finding was supported by the decreased tumor growth in WT mice adoptively transferred with *miR-21^–/–^* BM, whereas reverse BMT (WT BM to *miR-21^–/–^* recipients) produced a converse effect. This observation was in agreement with a recent study that also used BM adoptive transplant to show that deletion of miR-21 in immune cells reduces tumor growth (25). Elevation of miR-21 levels has been observed in MDSCs directly derived from BM cells that were stimulated with GM-CSF and IL-6, as well as MDSCs from tumor-bearing mice (19), and in vitro overexpression or inhibition of miR-21 in BM cells altered MDSC expansion (19). However, within the tumor infiltrate of miR*-21^–/–^* or WT mice adoptively transferred with *miR-21^–/–^* BM, we did not find differences in the proportion of monocytic or granulocytic MDSCs when compared with controls. This finding indicates that the in vivo absence of miR-21 in MDSCs does not have a major effect on this population. Similarly, when we analyzed TILs, we did not find differences in the percentage of IFNG expressing CD4^+^ or CD8^+^ T cells, in agreement with a recent report (25). In other settings, miR-21 has been shown to regulate cell-autonomous T-cell function (67, 68). In the context of tumor progression, a report showed that absence of miR-21 reduced the proliferation of both CD4^+^ and CD8^+^ cells and their cytokine production, thus accelerating the growth of grafted tumors (24). In this case, growth of an implanted S180 mouse cancer cell line was analyzed in miR-21 floxed expressing the global Cre driver. S180 cells have been shown to grow in multiple inbred mouse strains due to β2-microglobulin deficiency, MHC class I destabilization, and impaired recognition by host CTLs (69). In this setting and without using a syngeneic mouse model and/or conditional deletion of miR-21 in T cells, it was concluded that miR-21 expression in T cells was protective against tumor growth (24).

Several studies have described correlations between macrophage number, location, and phenotypic characteristics and clinical outcomes (70). In our human TMAs, we found that high expression of miR-21 in CD68^+^ macrophages within the TME compartment had a negative impact in patient disease-specific survival and shows the relevance of miR-21 in macrophages for tumor progression. In line with miR-21 being the most abundant miRNA in macrophages (10), we found that within the LLC tumors, miR-21 is highly expressed in TAMs compared with the rest of the tumor immune infiltrate. Because conflicting results have been reported regarding the role of miR-21 in regulating the inflammatory responses of macrophages (10, 13–15, 17, 18, 43), we specifically focused on how miR-21 regulates the gene expression and functions of TAMs. miR-21 deficiency in TAMs produced a global rewiring of their transcriptional regulatory network that is skewed toward a proinflammatory phenotype and the promotion of an antitumoral immune response. Importantly, we show that selective deletion of miR-21 in macrophages in a heterotopic and orthotopic model of lung cancer mimicked the effects of global or hematopoietic loss of miR-21, with smaller tumors, increased cell death, and reduced neovascularization. Moreover, we found increased GZMB and degranulation of CD8^+^ TILs, indicating increased CTL activity and heightened killing capacity, consistent with the higher levels of cell death within the tumors of *LysMCre;miR-21^fl/fl^* mice. These findings support the report of Baer and colleagues who showed that disruption of miRNA processing in TAMs, by LysM-Cre–mediated deletion of *Dicer1*, leads to the development of smaller LLC tumors and improved CTL activity (5). This study highlights how the loss of mature miRNAs in TAMs during tumor progression leads to increased classically activated TAMs, improved CD8 response, and decreased CD8 suppression, which was associated with higher expression of CXCL10, CD86, and CXCL9 in the tumors (5). In fact, because miR-21 is highly expressed in macrophages (10), many of these changes could be attributed to the loss of expression of miR-21 after *Dicer1* deletion.

A recent report using a B16 tumor model suggested that mice receiving miR-21–deficient BM had higher numbers of “M1” TAMs with tumoricidal polarization, whereas miR-21 deficiency in T cells reduced their ability to produce proinflammatory cytokines and cytolytic granules (25). On the contrary, our data indicate that CD8^+^ TILs from *miR-21^–/–^* mice have increased GZMB expression and killing capacity. However, the increased GZMB expression is not due to miR-21 deletion in these cells because LLC tumors from *LysMCre;miR-21^fl/fl^* also showed increased levels of cell death and their CD8^+^ T cells (expressing miR-21). They also had higher levels of GZMB and extracellular CD107a, suggesting that the absence of miR-21 in TAMs can influence other cells within the TME.

Our present results indicate that the observed changes in the levels of chemokines and cytokines in miR-21–deficient TAMs are critical for CTL activation and antitumor activity. Specifically, we found that increased IL-12 in *miR-21^–/–^* TAMs is responsible for the increased GZMB levels independent of miR-21 expression in CD8^+^ T cells. This finding was supported by our single-cell RNA-Seq analysis, where we analyzed the changes in gene expression in CD8^+^ TILs from tumors in which TAMs lacked miR-21. In LLC tumors from *LysMCre;miR-21^fl/fl^* mice, the CD8^+^ TILs exhibit increased expression of genes associated with an activated and cytotoxic phenotype, including *Il12rb2*, *Cd69*, *Ifng*, *Ccl4*, *Ccl3*, *Cxcl10*, and several granzyme coding genes. These results provide evidence that the improved CTL response is the result of miR-21 deletion in macrophages.

In addition to the effects on T-cell functions, the increased levels of IL-12 in *LysMCre;miR-21^fl/fl^* mice could also play an important role in regulation of tumor angiogenesis, as IL-12 has been shown to negatively regulate tumor neovascularization (50). This effect has been associated with IFN-inducible production of CXCL10 and CXCL9 (51). Macrophages lacking miR-21 exhibited an increased production of CXCL10, which binds to the CXCR3-B receptor on endothelial cells, resulting in suppression of endothelial cell proliferation and differentiation into capillary structures (51). CXCL10 selectively attracts Th1 cells and functions as a positive feedback loop in the Th1-driven antitumor immune response (45). The tumors from *LysMCre;miR-21^fl/fl^* mice exhibited reduced neovascularization, a reduced number of proliferating TECs, and an increased percentage of TUNEL^+^ CD31^+^ TECs. Taken together, our present work indicates that the absence of miR-21 in macrophages favors the formation of a tumor- suppressive microenvironment (45), characterized by increased expression of IL-12 and CXCL10 that leads to improved CTL response, decreased neovascularization, and decreased tumor burden.

Macrophages are perhaps the most important immune cells that infiltrate the tumor and affect its pathology (71, 72). Although macrophages can show some antitumor activity (73), they mostly promote a net protumor outcome because they have been shown to be capable of dampening T-cell responses and stimulating angiogenesis, among others actions (47, 74). This phenomenon, which has been widely accepted, is promoted by tumor cells that create a widespread tolerogenic environment through the release of tumor-derived factors that promote the expansion and reprogramming of TAMs to block T-cell functions and promote several protumor events. TAMs are recognized as an important target for therapeutic intervention (75). Our data highlight the central role of miR-21 in regulation of TAM activity and function regarding CTL regulation and neovascularization. Thus, to determine whether the high expression of miR-21 in TAMs may make it a likely target for therapeutic intervention, we opted to use pHLIP anti–miR-21 PNA. pHLIP carriers coupled to antisense nucleic acid analogues are delivery vectors that have been shown to successfully target miRNAs in tumor cells (60, 76). Here, we show for the first time that TAMs incorporate pHLIP as efficiently as tumors cell and strikingly more effectively than other cells of the TME. pHLIP anti–miR-21 administration in WT mice reduced tumor burden even under conditions where tumor cells lacked miR-21 expression. Importantly, CD8^+^ TILs showed increased GZMB expression and tumors had reduced neovascularization. Sorted TAMs of pHLIP anti–miR-21 treated mice exhibited increased IL-12 and CXCL10 expression, similar to TAMs of *LysMCre;miR-21^fl/fl^* mice. Thus, targeted inhibition of miR-21 in TAMs is sufficient to increase CTL activity and decrease angiogenesis, thereby diminishing tumor growth.

Numerous studies have shown that within cancer cells, miR-21 acts as an oncomiR, and anti–miR-21 therapy (RG-012) is already in the pipeline for clinical trials. Our findings demonstrate the critical role of miR-21 within TAMs for promoting tumor development, indicating that targeting of miR-21 may have the added benefit of improving CTL activity and limiting tumor angiogenesis through its effects on TAMs. Our findings in human patients with NSCLC suggest this may have a critical impact on patient outcomes. Finally, our results indicate that use of pHLIP targeted therapies allows for effective targeting of both tumor cells and TAMs, while avoiding possible unintended effects on other tissues and organs.

## Methods

Detailed information on experimental procedures and reagents is provided in Supplemental Tables 1–3, Supplemental Figure 7, and Supplemental Methods.

### Mice.

Experiments were conducted under the ethical guidelines and protocols approved by IACUC (Institutional Animal Care and Usage Committee) in Yale University School of Medicine. WT C57BL/6 or *miR-21^–/–^* (Mir21atm1Yoli/J, Jax no. 016856) mice were purchased from The Jackson Laboratory. *miR-21^–/–^* mice were bred with C57BL/6 mice for several generations in order to ensure they were syngeneic and on C57BL/6 background. *LysMCre;miR-21^fl/fl^* on C57BL/6 background mice were generated by breeding *miR-21^fl/fl^* (*Mir21^tm1Mtm^*/Mmjax, Jax no. 36060) on C57BL/6 background with *LysMCre* (*Lyz2tm1(cre)Ifo*, Jax no. 004781); *miR-21^fl/fl^* in C57BL/6 background were used as control counterparts.

### Data and software availability.

All RNA-Seq and single-cell RNA-Seq data were deposited in the NCBI’s Gene Expression Omnibus database (GSE117697 and GSE118931).

### Statistics.

Data are presented as mean ± SEM. Statistical differences were measured using 1-way ANOVA or 2-way ANOVA with Bonferroni correction for multiple comparisons. Normality was checked using the Kolmogorov–Smirnov test. A nonparametric test, Mann-Whitney *U*, test or a Kruskal-Wallis test for multiple comparisons, was used when data did not pass the normality test. For RNA-Seq analysis, we used Benjamini-Hochberg False Discovery Rate. Survival curves were generated by Kaplan–Meier analysis and tested for significance using the Mantel-Cox log-rank test. A value of *P* ≤ 0.05 was considered statistically significant. Data analysis was performed using GraphPad Prism Software Version 7.

### Study approval.

Animal experiments were conducted under the ethical guidelines and protocols approved by IACUC at Yale University School of Medicine (Animal protocol no. 2019-116576). All human tissues were collected with the approval from the Yale Human Investigation Committee (protocol no. 9505008219). The Yale Human Investigation Committee approved the patient consent forms or in some cases, a waiver of consent.

## Author contributions

MS, BC, and JS assisted with experimental design, performed experiments, analyzed data, and interpreted results. YL, RGM, and SM analyzed data. WD performed experiments. YKR provided pHLIP (Var3). AK, SO, and RB synthesized miR-21 PNA and conjugated to pHLIP. NLP analyzed data and edited the manuscript. PF provided *LysMCre;miR-21^fl/fl^* mice. PMG, DLR, and CF-H assisted with experimental design and data interpretation. YS designed the study, analyzed data, interpreted results, and wrote the manuscript (comments were added by all authors).

## Supplementary Material

Supplemental data

## Figures and Tables

**Figure 1:**
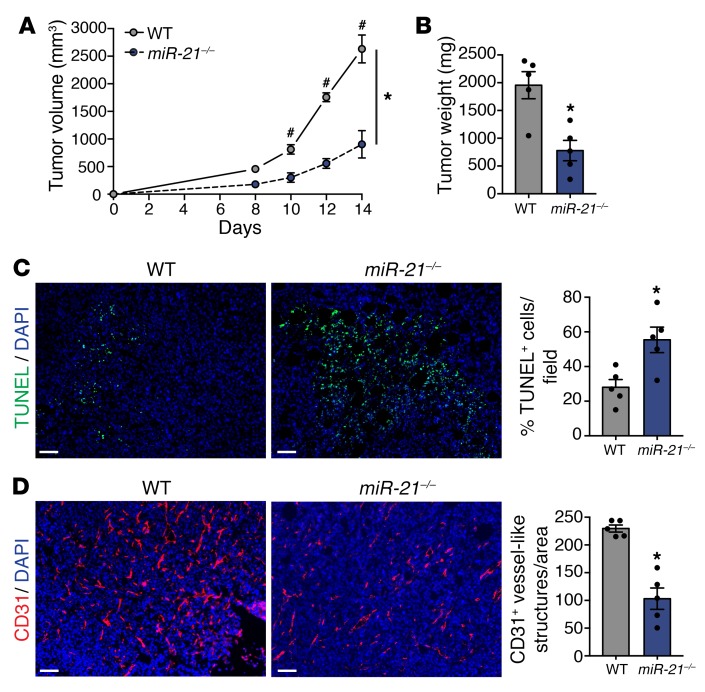
miR-21–deficient mice develop smaller tumors. (**A**–**D**) Tumor analysis of *WT* and *miR-21^–/–^* mice with s.c. injection of LLCs in the dorsal flank (*n* = 5). Tumor volume (**A**), final tumor weight (**B**). (**C**) Representative images of TUNEL and DAPI staining of cross sections of LLC tumors. Right panel: Quantification of %DAPI^+^ TUNEL^+^ cells. (**D**) Representative images of CD31 and DAPI immunostaining. Right panel: Quantification of CD31^+^ vessel-like structures. Results are mean ± SEM. *P < 0.05. (**A**) Two-way ANOVA (time and genotype) with Bonferroni correction, ^#^*P* < 0.05 individual comparisons. (**B**–**D**) Mann-Whitney *U* test. (**A**–**D**) Representative experiments out of 3 with similar results. Scale bars: 70 μm.

**Figure 2:**
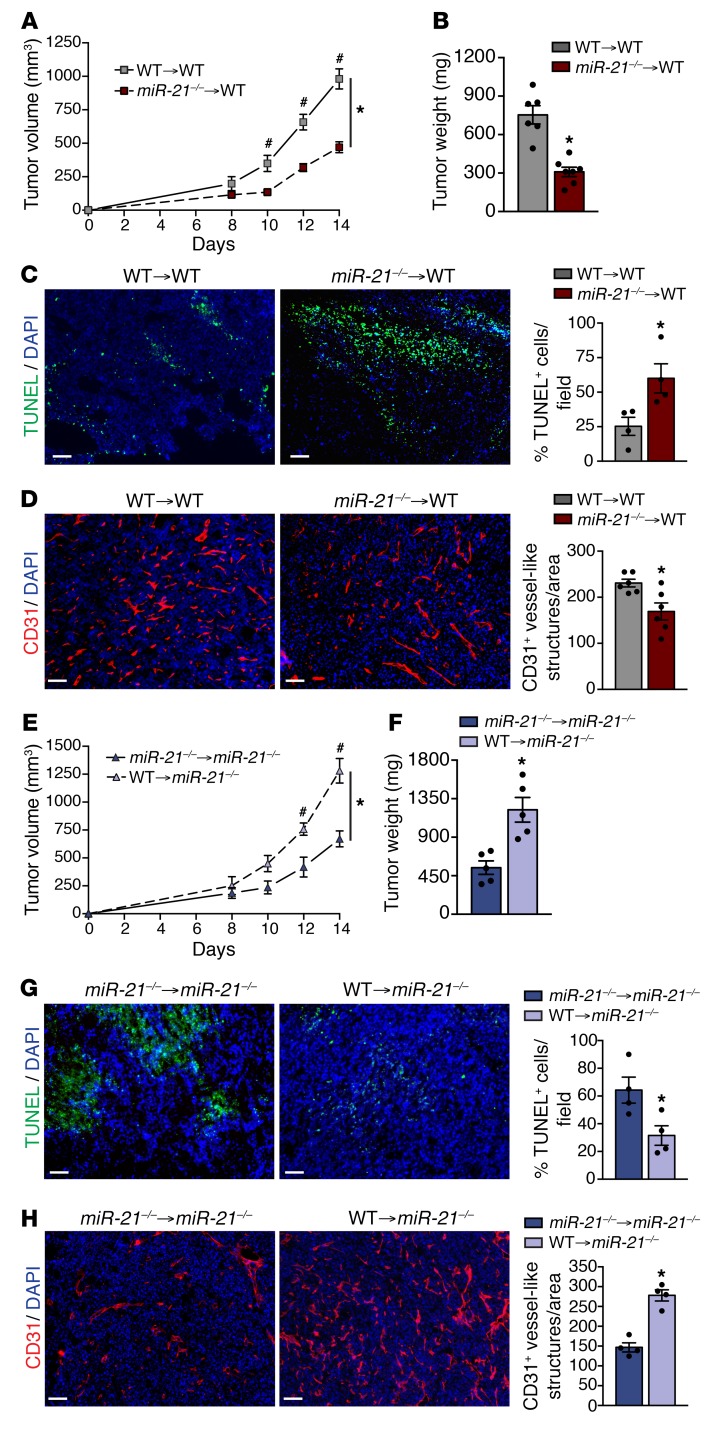
Hematopoietic miR-21 regulates and promotes tumor progression. (**A**–**D**) Tumor analysis of *WT* mice transplanted with *WT* or *miR-21^–/–^* BM and injected with LLCs s.c. (*n* = 7). LLC tumor volume (**A**), final tumor weight (**B**). (**C**) Representative images of TUNEL and DAPI staining of cross sections of LLC tumors. Right panel: Quantification of %DAPI^+^ TUNEL^+^ cells (*n* = 5 out of 7 randomly selected). (**D**) Representative images of CD31 and DAPI immunostaining. Right panel: Quantification of CD31^+^ vessel-like structures (*n* = 6 out of 7 randomly selected). (**E**–**H**) Tumor analysis of *miR-21^–/–^* mice transplanted with *WT* or *miR-21^–/–^* BM cells and injected with LLCs s.c. (*n* = 5). Tumor volume (**E**), final tumor weight (**F**). (**G**) Representative images of TUNEL and DAPI staining of cross sections of LLC tumors. Right panel: Quantification of %DAPI^+^ TUNEL^+^ cells. (**H**) Representative images of CD31 and DAPI immunostaining. Right panel: Quantification of CD31^+^ vessel-like structures (*n* = 4 out of 5 randomly selected). Results are mean ± SEM. *P < 0.05. (**A** and **E**) Two-way ANOVA (time and genotype) with Bonferroni correction, ^#^*P* < 0.05 individual comparisons. (**B**–**D** and **F**–**H**) Mann-Whitney *U* test. (**A**–**H**) Representative experiments out of 2 with similar results. Scale bars: 70 μm.

**Figure 3:**
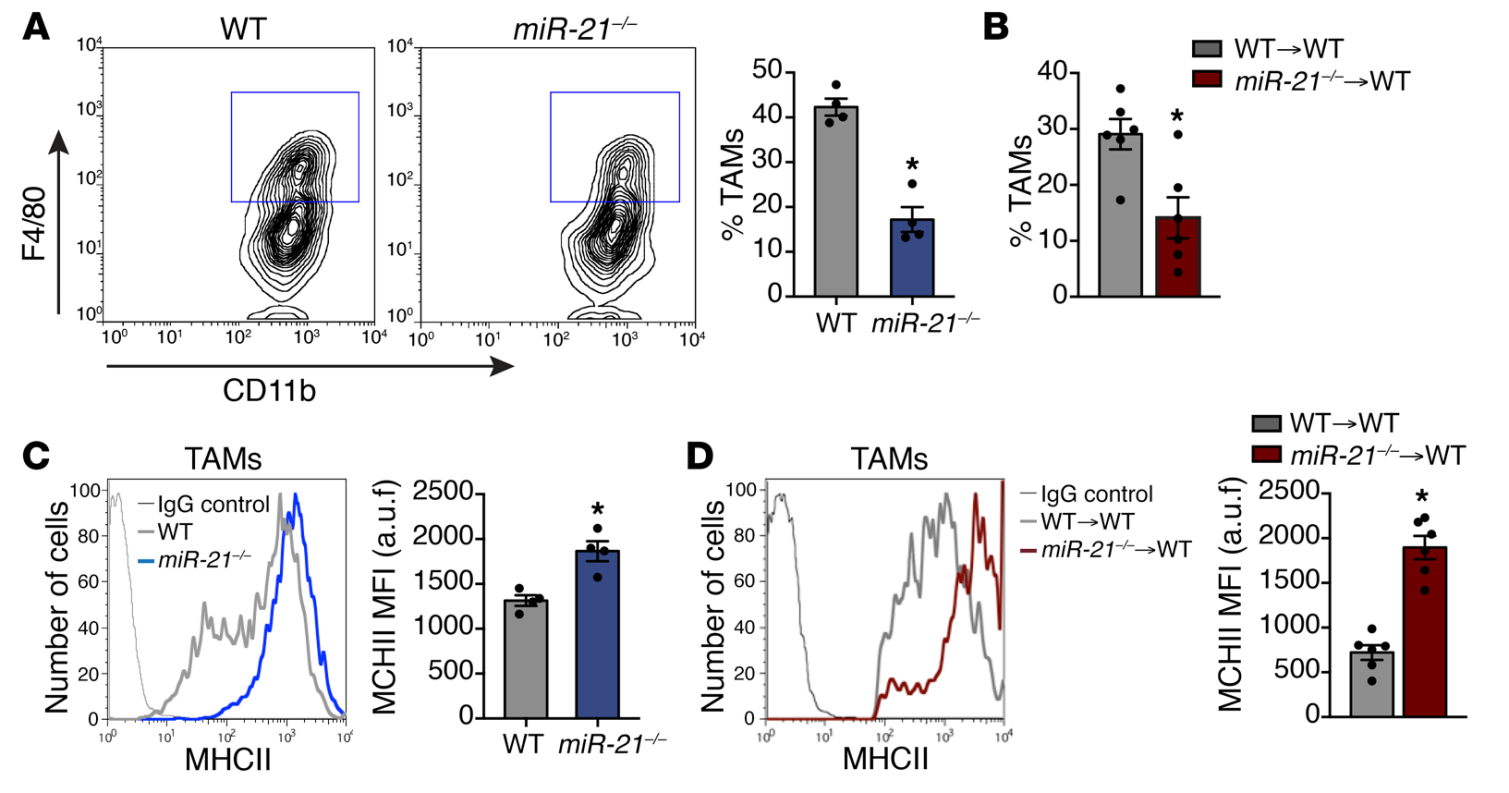
TAMs of *miR-21^–/–^* or *WT* mice adoptively transferred with *miR-21^–/–^* BM have an enhanced differentiated phenotype. (**A**) Left panel: Representative flow cytometry plots of TAM detection in s.c. LLC tumors of *WT* and *miR-21^–/–^* mice. TAMs were gated as CD45^+^ CD11b^+^ MHC II^+^ F4/80^+^ cells of the digested tumor. Right panel: Average % TAMs (*n* = 4 out of 5 randomly selected). (**B**) Average % TAMs of LLC tumors in *WT* mice transplanted with *WT* or *miR-21^–/–^* BM cells (*n* = 6 out of 7 randomly selected). (**C** and **D**) Representative histograms of MHC II surface expression in TAMs of s.c. LLC tumors of *WT* or *miR-21^–/–^* (**C**), or *WT* mice transplanted with *WT* or *miR-21^–/–^* BM cells (**D**) a.u.f., arbitrary units of fluorescence. Right panels: Average MFI (*n* = 4 out of 5 randomly selected for **C** or *n* = 6 out of 7 randomly selected for **D**). Results are mean ± SEM. (**A**–**D**) *P < 0.05, Mann-Whitney *U* test. (**A** and **D**) Representative experiments out of 3 with similar results. (**B** and **D**) Representative experiments out of 2 with similar results.

**Figure 4:**
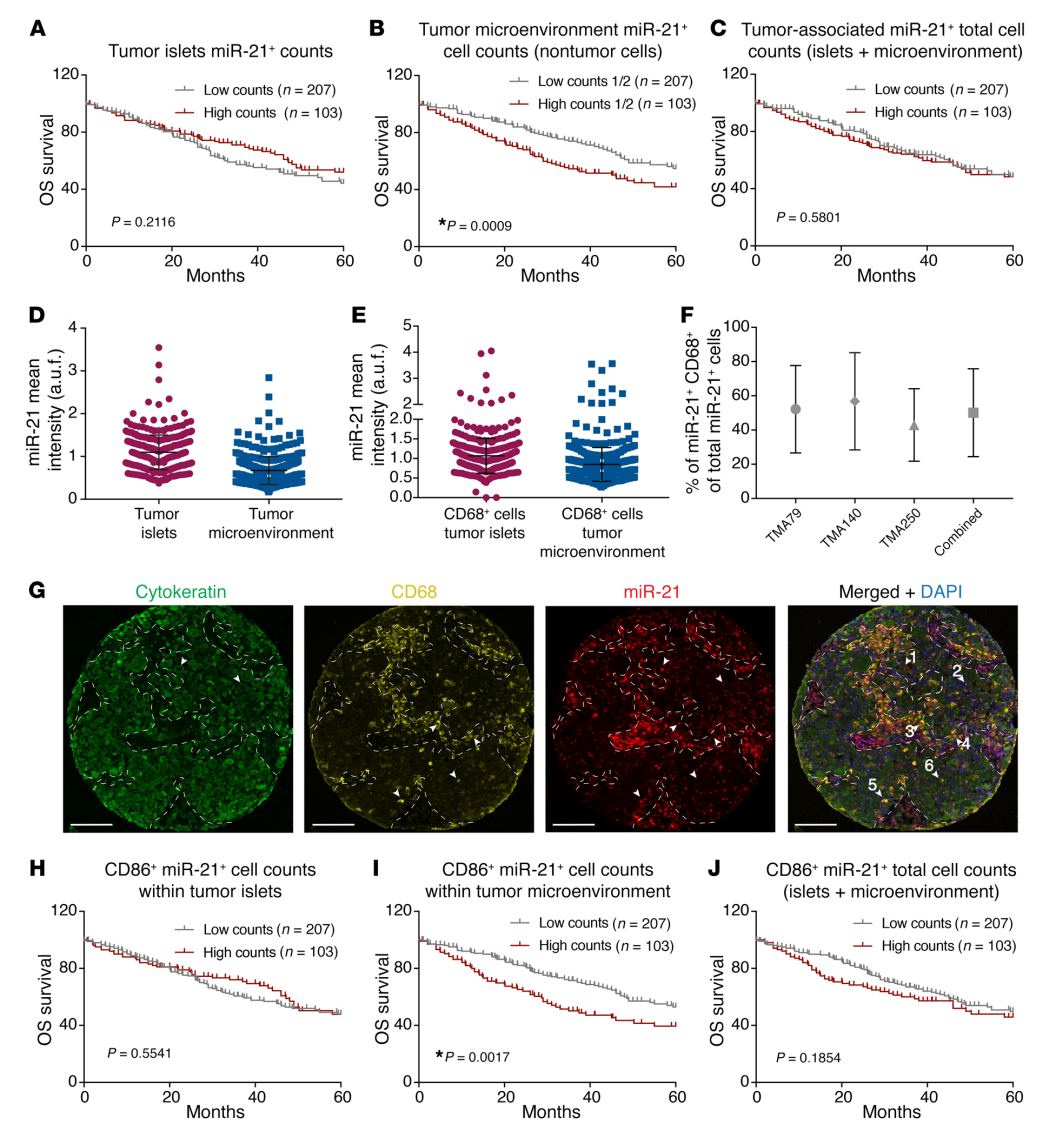
High expression of miR-21 in CD68^+^ cells of the TME of NSCLC regulates disease outcome. (**A**–**C**) Kaplan-Meier 5-year OS survival curves of patients with NSCLC in a combined analysis of 3 Yale cohorts; patients were stratified by the median of normalized miR-21–positive cell counts in (**A**) TIs, (**B**) TME, and (**C**) total cells. (**D**) Quantitative immunofluorescence of miR-21 in TI and TME cell compartments. (**E**) Quantitative immunofluorescence intensity of miR-21 in CD68^+^ cells in TI and TME cell compartments. (**F**) Analysis of the percentage of miR-21^+^ Cd68^+^ of total miR-21^+^ cells in the 3 Yale cohorts independently and combined. (**G**) Representative cytokeratin immunostaining, miR-21 FISH, and CD68 immunostaining of a random spot of YTMA250. Dashed lines delimit TI (cytokeratin-enriched areas) from TME. Arrowheads no. 1 and no. 2 indicate cytoketatin^+^ cells in TI with high or low miR-21 intensity, respectively. Arrows no. 3 and no. 4 indicate CD68^+^ cells in TME with high or low miR-21 intensity, respectively. Arrows no. 5 and no. 6 indicate CD68^+^ cells in TI with high or low miR-21 intensity, respectively. Scale bar: 100 μm. (**H**–**J**) Kaplan-Meier OS survival curves of patients with NSCLC in a combined analysis of 3 Yale cohorts; patients were stratified by the top tertile of normalized double-positive cell counts (miR-21^+^ CD68^+^) in (**H**) TI, (**I**) TME, and (**J**) total cells. (**A**–**C** and **H**–**J**) Kaplan–Meier survival curves compared by log-rank test. *P < 0.05.

**Figure 5:**
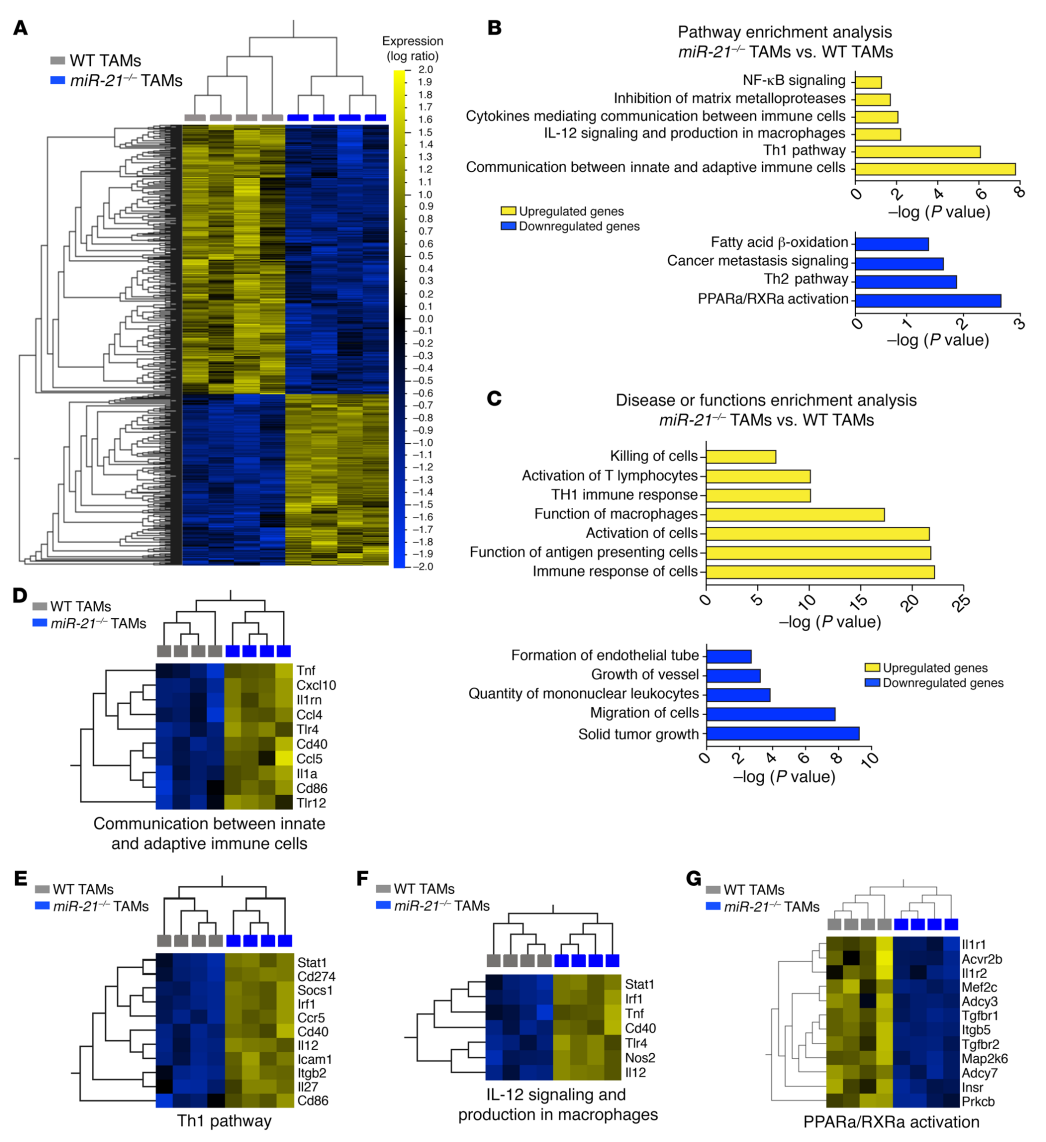
Differential gene expression of TAMs in the absence of miR-21 expression. (**A**) Heatmap of hierarchical clustering log2-transformed gene expression values of the significantly differentially expressed genes (1,035) between *miR-21^–/–^* and *WT* TAMs (*n* = 4) isolated from s.c. LLC tumors. Colors displayed by row minimum and maximum values: yellow, higher expression; blue, lower). (**B**) IPA analysis of both up- (left) and down- (right) regulated genes in LLC TAMs lacking miR-21 expression vs. *WT* TAMs. (**C**) IPA of overrepresented disease or function categories upregulated (left) and downregulated (right) as a result of miR-21 deletion in TAMs of LLC tumors. (**D**–**G**) Heatmaps of significantly differentially expressed genes that contribute to (**D**) communication between innate and adaptive immune cells (**E**), Th1 pathway (**F**), IL-12 signaling in macrophages (**G**), and PPARa/RXRa activation.

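Of the genes printed in Fig. 5D, all 10 were past the threshold and higher in miR-21-/- TAMs, the smallest change being that of Tlr4, with a log2 fold change of 0.66. Of the 12 genes of Fig. 5E, 10 were tested and all 10 were past it and higher, from Itgb2 at 0.59 to Socs1 at 2.14. Of the 8 genes of Fig. 5F, 6 were tested and all 6 were past it and higher. The genes not tested were Il12a and Il12b in both panels. All 12 genes of Fig. 5G were past the threshold and lower, from Adcy3 at -2.66 to Il1r2 at -0.60. The numbers were also 10, 10, 6 and 12 when adjusted over the list alone, which is not independent evidence, since the study chose the genes on these samples. None of the tested genes of these panels had overlapping groups, whereas Il12b, which was not tested, did. After rescaling by the median of ratios, 7 of the 12 genes of Fig. 5G passed the threshold, and with no filter on low values 5 of the 10 genes of Fig. 5D did. Itgb2 was at 758 ± 82.5 CPM in WT and 1139.8 ± 50.8 CPM in miR-21-/- TAMs (SD, n = 4 each), with 881 CPM in WT replicate 4 and 705 to 725 CPM in the others. It kept its call in 4 of the 8 fits that left out 1 sample.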

**Figure 6:**
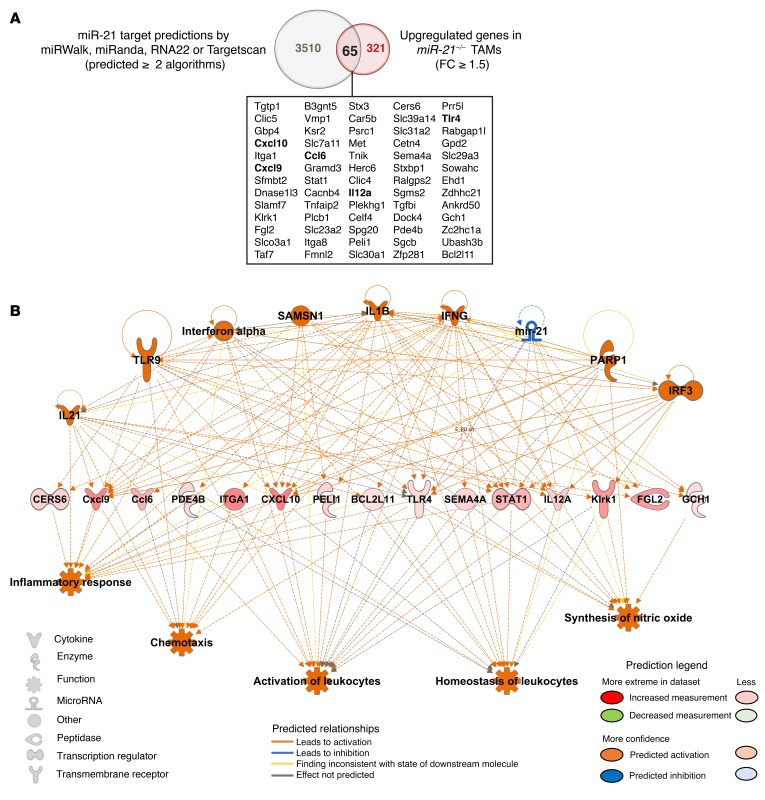
miR-21 depletion in TAMs causes a global rewiring of their transcriptional regulatory network that is skewed towards a pro-inflammatory phenotype and the promotion of an antitumoral immune response. Global correlation pattern between significantly upregulated genes in *miR-21^–/–^* TAMs and miR-21 predicted target genes. (**A**) Venn diagram depicting the correlation between miR-21 predicted targets (predicted ≥ 2 algorithms out of 4) vs. upregulated mRNAs in *miR-21^–/–^* TAMs (FC >1.5), *P* ≤ 0.005 Benjamini-Hochberg False Discovery Rate. The 65 genes of the miR-21–mRNA correlation study are depicted in the box below, including IL-12, a validated target of miR-21. (**B**) IPA network analysis of Regulator Effects algorithm of the 65 predicted targets of miR-21 significantly upregulated in *miR-21^–/–^* TAMs.

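Among the predicted targets of Fig. 6A, the genes that were tested but not past the threshold were Cetn4, with a log2 fold change of 0.45 (standard error 0.11, adjusted p = 0.00836 from limma), Zc2hc1a with 0.50, and Bcl2l11, Gch1 and Ubash3b with 0.58 each. Apart from Cetn4, these had an adjusted p under the limit and a fold change under 1.5, so that 63 of the 64 tested genes passed on the adjusted p alone. The standard error was 0.099 for Gch1 and 0.069 for Bcl2l11.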

**Figure 7:**
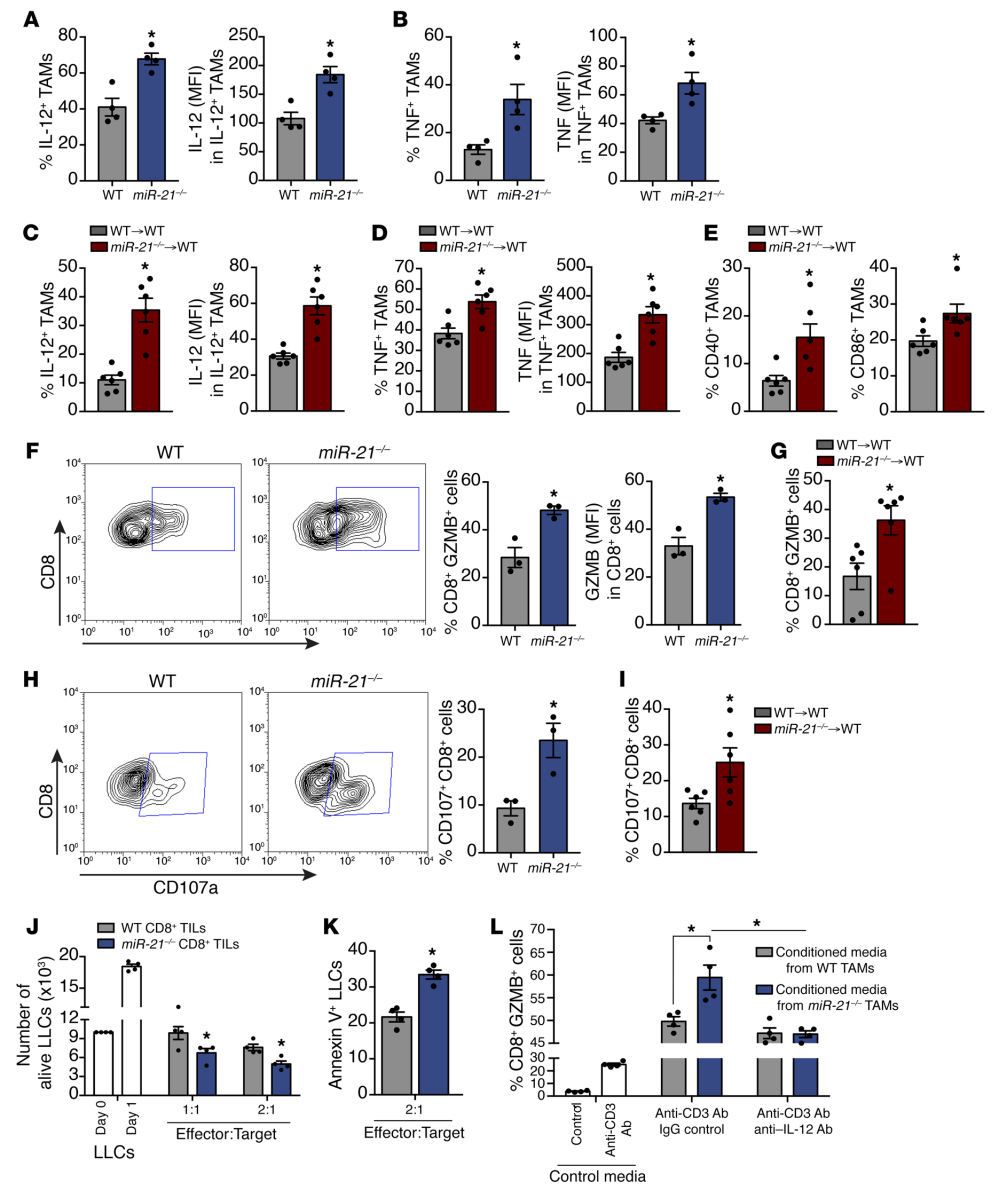
miR-21 deletion in TAMs leads to improved immune response to tumors via increased IL-12. Flow cytometry analysis (**A**) Left: % of TAMs expressing IL-12 in s.c. LLC tumors of *WT* or *miR-21^–/–^* mice. Right: IL-12 levels (MFI) (*n* = 4). (**B**) Left: % of TAMs expressing TNF. Right: TNF levels. (**C** and **D**) IL-12 and TNF (as in **A** and **B**) of s.c. LLC tumors of *WT* mice transplanted with *WT* or *miR-21^–/–^* BM, (*n* = 6). (**E**) % of TAMs expressing CD40 (left) or CD86 (right), (*n* = 6). (**F**) Left: Representative plots of GZMB in CD8^+^ TILs of s.c. LLC tumors of *WT* or *miR-21^–/–^* mice. Middle: % of CD8^+^ TILs expressing GZMB. Right: GZMB levels (*n* = 3). (**G**) % of CD8^+^ TILs expressing GZMB of s.c. LLC tumors of *WT* mice transplanted with *WT* or *miR-21^–/–^* BM (*n* = 6). (**H**) Left: Representative plots of extracellular CD107a levels in CD8^+^ TILs of s.c. LLC tumors of *WT* and *miR-21^–/–^* mice. Right: % of CD8^+^ TILs expressing extracellular CD107a (*n* = 3). (**I**) % of CD8^+^ TILs expressing extracellular CD107a in s.c. LLC tumors of *WT* mice transplanted with *WT* or *miR-21^–/–^* BM (*n* = 6). (**J**) Alive LLCs, cultured for 12 hours with CD8^+^ TILs from LLC tumors of *WT* or *miR-21^–/–^* mice at indicated effector:target ratios (*n* = 4). (**K**) % of annexin V^+^ LLCs, cultured (12 hours) with CD8^+^ TILs from LLC tumors of *WT* or *miR-21^–/–^* mice (*n* = 4). (**L**) GZMB expression by CD8^+^ splenocyte T cells activated with plate-bound anti–CD3-Ab and incubated with conditioned media from cultured *WT* or *miR-21^–/–^* TAMs plus neutralizing anti–IL-12 or IgG Ab (*n* = 4). Results are mean ± SEM. *P < 0.05. (**A**–**I** and **K**) Mann-Whitney *U* test. (**J** and **L**) Two-way ANOVA with Bonferroni correction. (**A**, **B**, **F**, and **H**). Representative experiments out of 3 or (**C**–**E**, **G**, **I**, and **J**–**L**) out of 2 with similar results.

**Figure 8:**
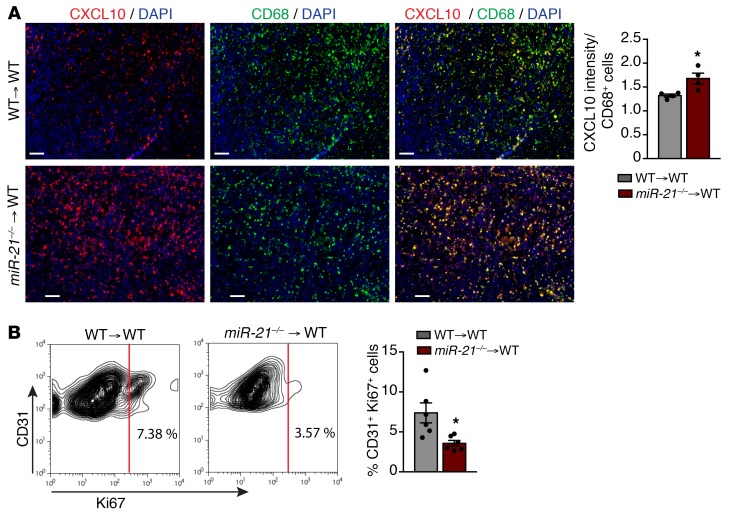
miR-21 deletion in TAMs leads decreased angiogenesis via increase of CXCL10. (**A**) Left: Representative images of immunofluorescence costaining of CD68 and CXCL10 in frozen sections from s.c. LLC tumor of *WT* mice transplanted with *WT* or *miR-21^–/–^* BM cells. Right: Quantification of CXCL10 intensity per CD68^+^ cell (*n* = 4). (**B**) left: Representative flow cytometry plot of CD45^–^CD31^+^Ki-67^+^ cells from s.c. LLC tumors of *WT* mice transplanted with *WT* or *miR-21^–/–^* BM cells. Right: Average of % CD31^+^ Ki-67^+^ cells (*n* = 6). Results are mean ± SEM. *P < 0.05. Mann-Whitney *U* test. Representative experiments out of 2 with similar results. Scale bars: 70 μm.

**Figure 9:**
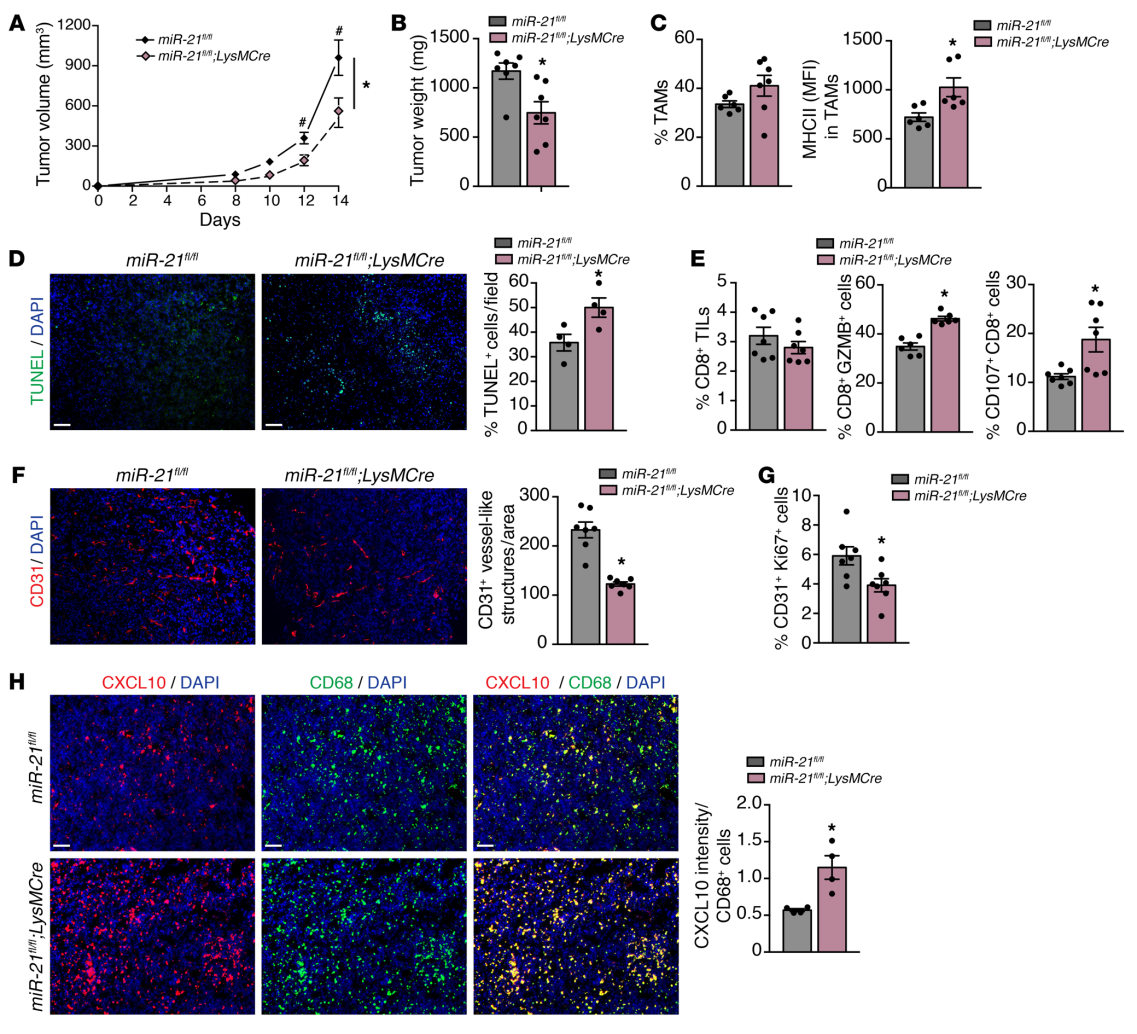
miR-21 expression by TAMs promotes tumor progression by inducing CD8^+^ T-cell suppression and angiogenesis. (**A**–**H**) Tumor analysis of *miR-21^fl/fl^* and *LysMCre;miR-21^fl/fl^* mice with s.c. injection of LLCs (*n* = 7). LLC tumor volume (**A**), final tumor weight (**B**). (**C**) Left: Average % of TAMs of s.c. LLC tumors. Right: MHC II surface levels in TAMs (average MFI) (*n* = 6 out 7 randomly selected). (**D**) Left: Representative images of TUNEL and DAPI staining of cross sections of s.c. LLC tumors. Right: Quantification of % DAPI^+^ TUNEL^+^ cells (*n* = 7). (**E**) Flow cytometry analysis of CD8^+^ TILs in s.c. LLC tumors. Average % of CD8^+^ TILs (left), % of CD8^+^ TILs expressing GZMB (middle) and % of CD8^+^ TILs with extracellular CD107a (right) (*n* = 7). (**F**) Representative images of CD31 staining of cross sections of s.c. LLC tumors. Right: Quantification of CD31^+^ vessel-like structures (*n* = 7). (**G**) Average % CD31^+^ Ki-67^+^ cells of s.c. LLC tumors (*n* = 7). (**H**) Left: Representative images of immunofluorescence costaining of CD68 and CXCL10 in frozen sections of s.c. LLC tumors. Right: Average quantification of CXCL10 intensity per CD68^+^ cell (*n* = 3, out of 7 randomly selected). Results are mean ± SEM. *P < 0.05. (**A**) Two-way ANOVA (time and genotype) with Bonferroni correction, ^#^*P* < 0.05 individual comparisons. (**B**–**H**) Mann-Whitney *U* test. (**A**–**H**) Representative experiment out of 2 with similar results. Scale bars: 70 μm.

**Figure 10:**
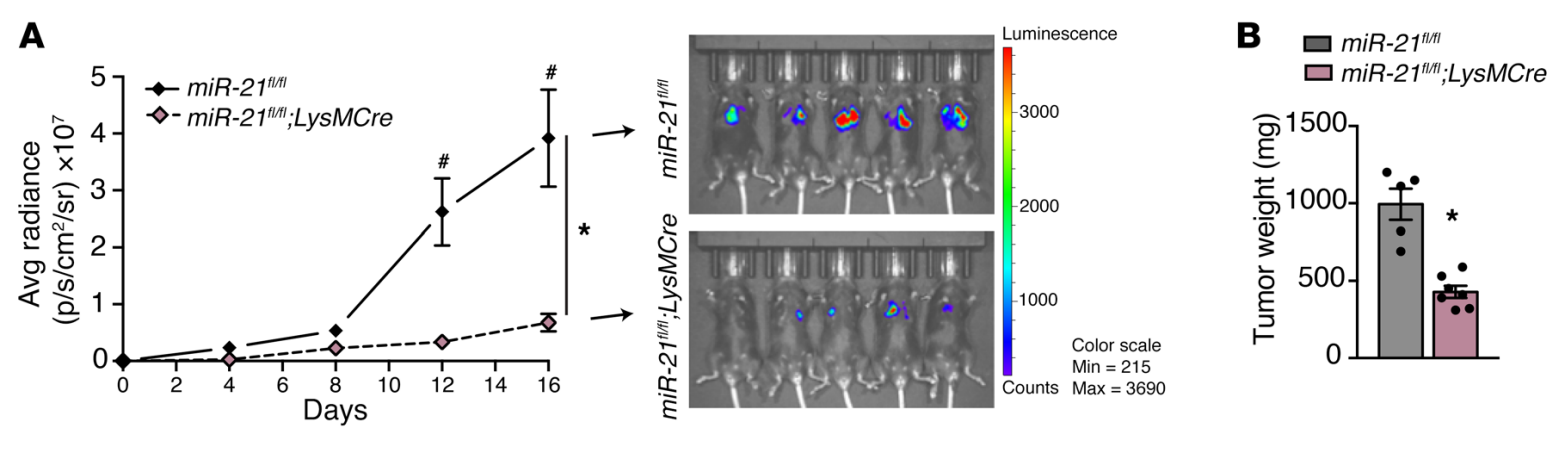
miR-21 expression by TAMs promotes tumor progression in lung tumors. (**A** and **B**) Bioluminescence imaging and final tumor weight of lung tumors generated by LL/2Red Luc injected orthotopically into the lungs of *miR-21^fl/fl^* and *LysMCre;miR-21^fl/fl^* mice. For tumor weight in **B**, remaining healthy lung tissue was removed. (*n* = 5 and 6, respectively). Results are mean ± SEM. *P < 0.05. (**A**) Two-way ANOVA (time and genotype) with Bonferroni correction, ^#^*P* < 0.05 individual comparisons. (**B**) Mann-Whitney *U* test. Representative experiment out of 2 with similar results. Scale bars: 70 μm.

**Figure 11:**
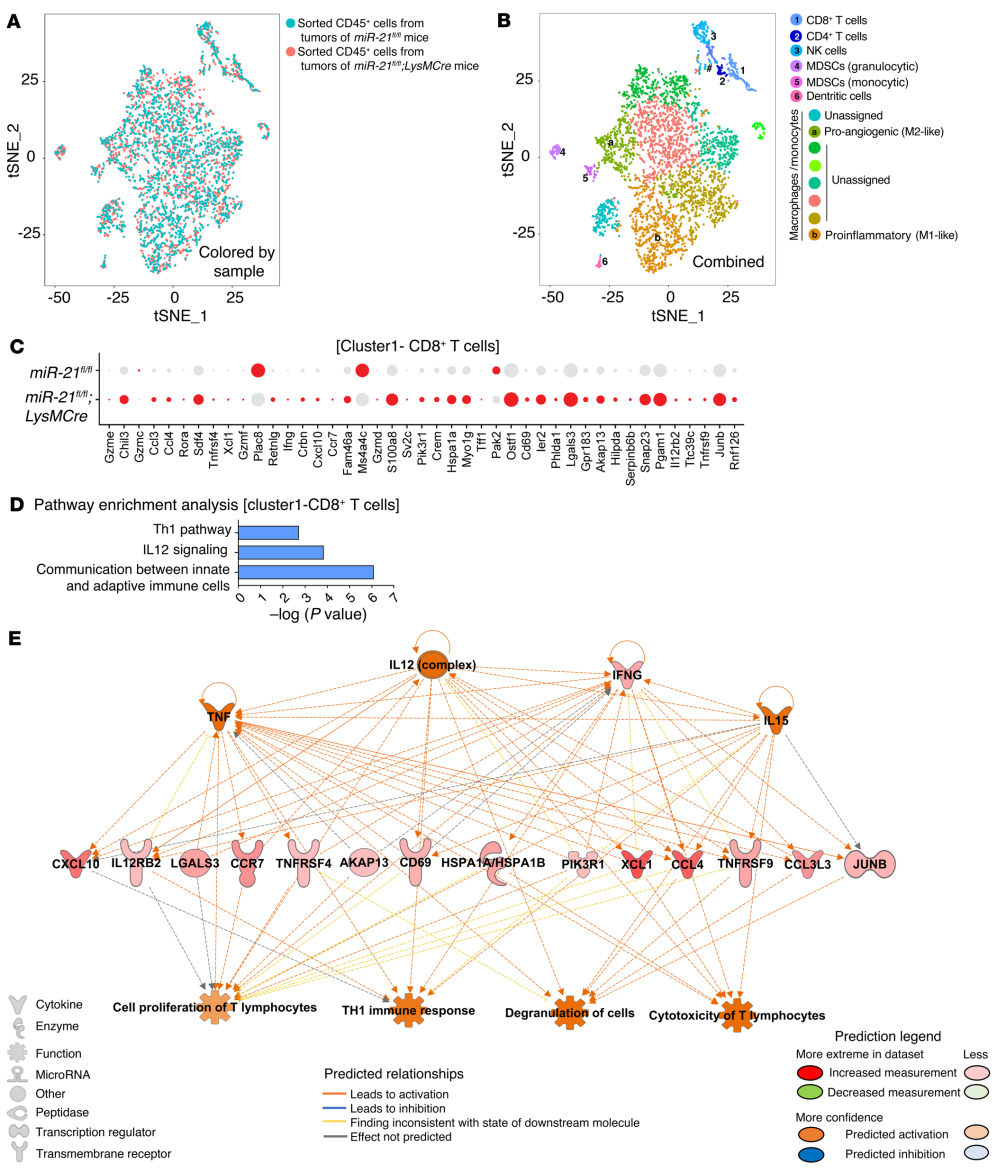
Increased cytotoxic program and phenotype in CD8^+^ TILs is the result of miR-21 deletion in macrophages. (**A**) Overlaid t-SNE plots colored by sample of CD45^+^ cells isolated from s.c. LLC tumors of *miR-21^fl/fl^* and *LysMCre;miR-21^fl/fl^* mice. (**B**) Recolored t-SNE plot based on matching results for the combined dataset distinct groups of cells separated and manifested. See feature plots of select marker gene overlays in Supplemental Figure 2A. (**C**) Dot plot analysis of differentially expressed genes in CD8^+^T cells of s.c. LLC tumor immune infiltrate of *LysMCre;miR-21^fl/fl^* or *LysMCre;miR-21^fl/fl^* mice. (**D**) IPA analysis of set of genes differentially regulated in CD8^+^ T cells from s.c. LLC tumors of *LysMCre;miR-21^fl/fl^* versus *miR-21^fl/fl^* mice. Dot size represents the fraction of cells expressing the gene, and red color represents a greater than 1.5-fold gene expression among expressing cells. (**E**) IPA network analysis using Regulator Effects algorithm of gene set differentially regulated in CD8^+^ T cells from LLC tumors of *LysMCre;miR-21^fl/fl^* versus *miR-21^fl/fl^* mice.

**Figure 12:**
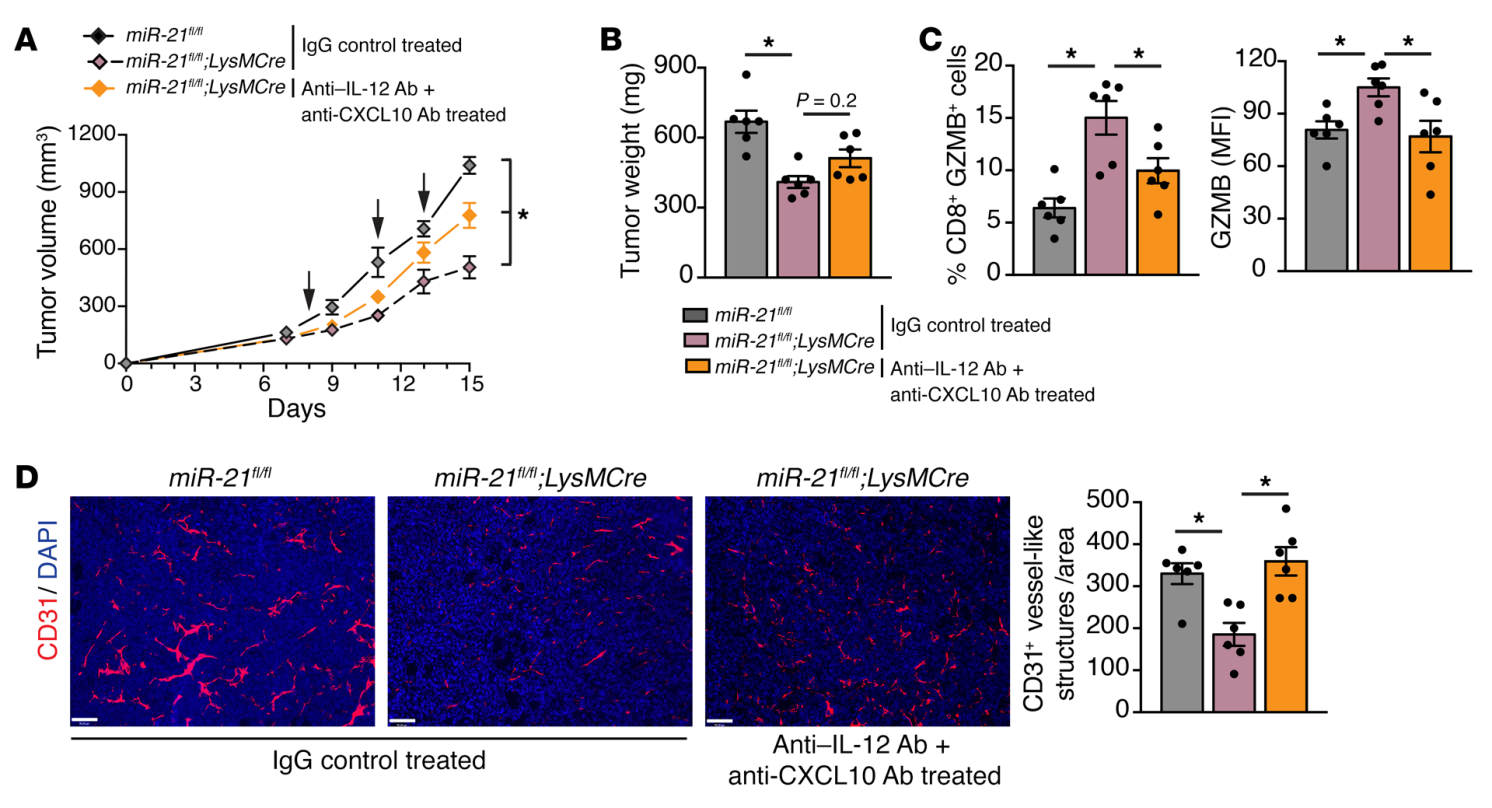
Neutralization of IL-12 and CXCL10 decreases tumor growth, improved CTL response, and decreased neovascularization in animals lacking miR-21 in macrophages. Tumor analysis of *miR-21^fl/fl^* and *LysMCre;miR-21^fl/fl^* mice with s.c. injection of LLCs (*n* = 6) and treated with 200 μg of anti–IL-12 + 100 μg of anti-CXCL10 neutralizing antibodies or 300 μg of isotype control on the indicated days. LLC tumor volume (**A**), final tumor weight (**B**). (**C**) Flow cytometry analysis of CD8^+^ TILs. Left: Average % of CD8^+^ TILs expressing GZMB, Right: GZMB levels (average MFI) (*n* = 6). (**D**) Representative images of CD31 immunostaining of cross sections. Right: Quantification of CD31^+^ vessel-like structures (*n* = 6). Results are mean ± SEM. *P < 0.05. (**A**) Two-way ANOVA (time and genotype) with Bonferroni correction. (**B**–**D**) Kruskal-Wallis test. (**A**–**D**) Representative experiment out of 2 with similar results. Scale bars: 70 μm.

**Figure 13:**
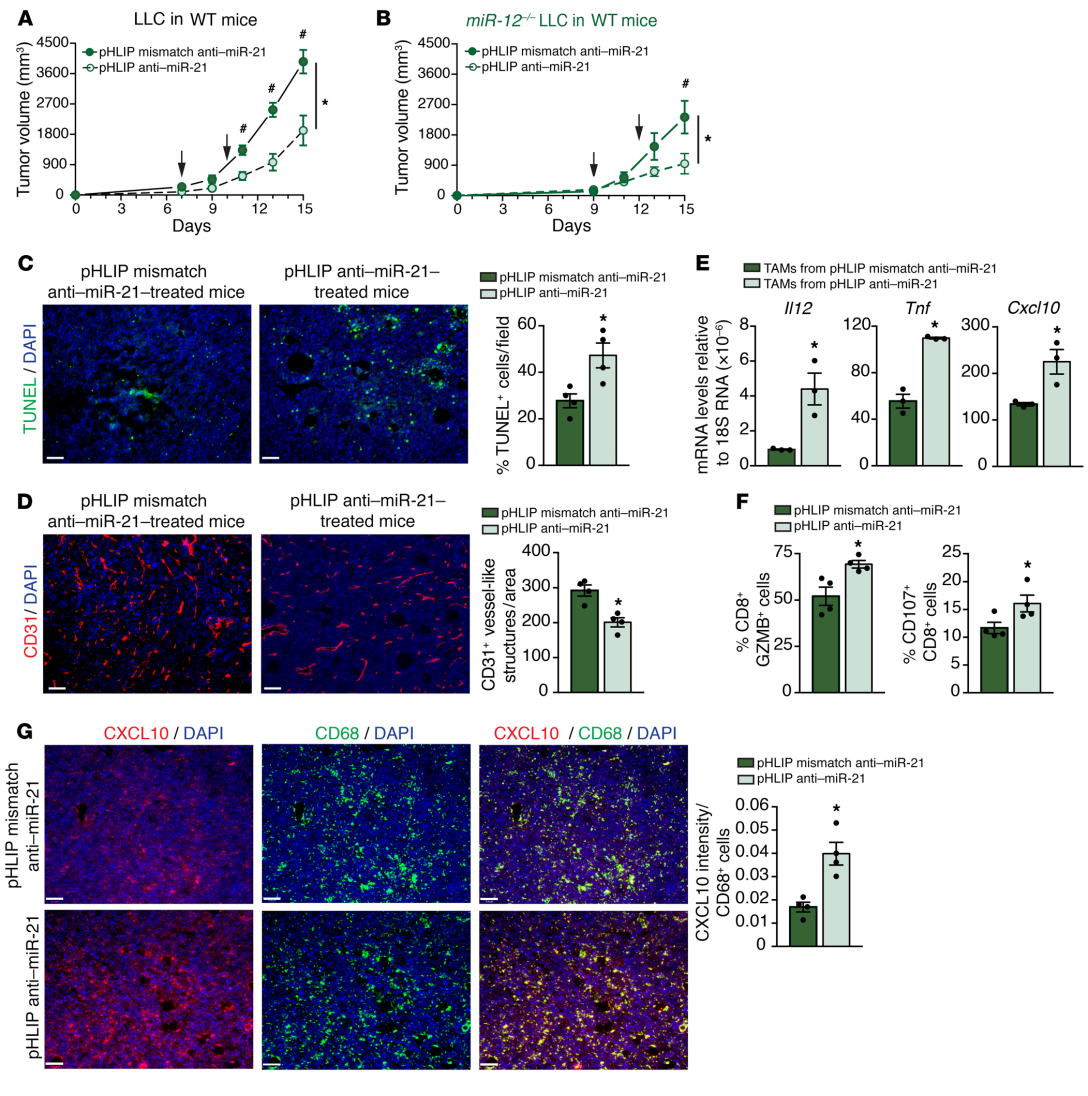
Targeting macrophage miR-21 leads to improved T-cell responses and decreased angiogenesis. (**A**) Tumor progression in *WT* mice injected s.c. with 10^6^ LLCs in the dorsal flank and treated with 1 mg/kg pHLIP anti–miR-21 or pHLIP anti–miR-21-mismatch control on indicated days (*n* = 6). (**B**) Tumor progression in *WT* mice injected s.c. with 10^6^ with *miR-21^–/–^* LLC and treated with 1 mg/kg pHLIP anti–miR-21 or pHLIP anti–miR-21-mistmatch on indicated days (*n* = 6). (**C**) Representative images of TUNEL and DAPI staining of cross sections of *miR-21^–/–^* LLC tumors of *WT* mice treated as in **B**. Right: Quantification of % DAPI^+^ TUNEL^+^ cells (*n* = 4 out of 6 randomly selected). (**D**) Representative images of CD31 staining of cross sections of *miR-21^–/–^* LLC tumors of *WT* mice treated as in **B**. Right: Quantification of CD31^+^ vessel-like structures (*n* = 4 out of 6 randomly selected). (**E**) qRT-PCR analysis of relative mRNA levels of validated or predicted targets of miR-21 (*Il12*, *Tnf*, and *Cxcl10*) in sorted TAMs (CD45^+^ CD11b^+^ MHC II^+^ F4/80^+^) of *miR-21^–/–^* LLC tumors of *WT* mice treated as in **B** (*n* = 3 out of 6 randomly selected). (**F**) Right: Flow cytometry analysis of average % of CD8^+^ TILs expressing GZMB. Left: % CD8^+^ TILs with extracellular CD107a in *miR-21^–/–^* LLC tumors of *WT* mice treated as in **B** (*n* = 4 out 6 randomly selected). (**G**) Left: Representative images of immunofluorescence costaining of CD68 and CXCL10 in frozen sections of *miR-21^–/–^* LLC tumors of *WT* mice treated as in **B**. Right: Average of quantification of CXCL10 intensity per CD68^+^ cell (*n* = 4 out 6 randomly selected). Results are mean ± SEM. *P < 0.05. (**A** and **B**) Two-way ANOVA (time and genotype) with Bonferroni correction, ^#^*P* < 0.05 individual comparisons. (**C**–**G**) Mann-Whitney *U* test. Scale bars: 70 μm.

How the deposited data were processed for this re-analysis (not part of the article)

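RNA-Seq values of TAMs from s.c. LLC tumors were analysed in 8 samples, 4 WT and 4 miR-21-/-, collected 14 days after implantation from mice 10 weeks old. The authors deposited a table of CPM values, made with the Partek software, for 53247 genes, each value raised by 0.0001. Aligner, counting rule, genome build and strand are not named in the paper's text, which refers to its Supplemental Methods for details; these were not used here. The coordinates of the table are those of GRCm38: 97.1% of the genes whose symbol is in GENCODE vM21 have the same start there, and 93.2% of the genes have a symbol in that annotation. Genes with overlapping coordinates or close paralogs are uncertain where reads could be shared between them. All 37 genes of the mitochondrial genome were at 0.0001 CPM in all samples.

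The depth per sample was read from the steps of the low values and lay between 20.2 and 33.4 in units of 1e+06 reads, so that 1 read was worth 0.0300 to 0.0495 CPM and 3 reads 0.0899 to 0.148 CPM. Up to 20 reads, between 72.3% and 73.7% of the values were whole reads. Whole reads were therefore not recovered, and the count tests planned as alternatives for that case were not run. Precision is limited by the 4 samples per genotype and, for genes under a few CPM, by the number of reads.

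From the deposited values, log2(CPM + 1) was computed and fitted with limma 3.58.1 in R 4.3.3 (lmFit, and eBayes with an intensity trend), over the 13850 genes with a mean of at least 1 per 1e+06 of the column totals, out of 30634 genes above 0.0001 in at least 1 sample. Genes passed the threshold with a Benjamini-Hochberg adjusted p at or under 0.005 and a fold change over 1.5, the limits the paper states. Lists of genes were tested with camera (preset correlation of 0.01), two-sided, adjusted over the lists of gene functions and, separately, over the lists of cell markers. Single values were compared with exact permutation tests over the 35 splits of the 8 samples. Seed sites were counted in the longest annotated 3′ UTR of each gene, and genes with a site were compared with 10000 random lists of genes without a site, matched in 10 classes of expression and 5 of 3′ UTR length. Figures were drawn with matplotlib 3.10.9.

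The genes named are those the paper names for these samples in its text, Fig. 5D-G and Fig. 6A-B, Mir21a and Vmp1, the 5 genes with the largest increase and the 5 with the largest decrease among those past the threshold with non-overlapping groups, and the members with the highest and lowest log2 fold change of a list. This rule, the threshold, the filter, the alternatives and the lists of functions and cell markers were set before the data were examined. Other genes named are marked as chosen after their values were seen. Some genes that the rule selects are not reported here.

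The model was tested on simulated data with the means and spreads of the real genes. Of 200 genes of 13850 given a known change, 92.5% were called in the right direction, and 1 unchanged gene was called. All given changes were larger than 0.88, the median absolute log2 fold change of the real genes past the threshold. The 92.5% therefore does not apply to smaller changes, such as those near the fold change limit. None of 18 lists without a change reached an adjusted p of 0.05. On the real data, splits not made by genotype gave camera results larger than the genotypes for some lists. The -log10 of the unadjusted p reached 38.6 for type I interferon and 15.2 for antigen presentation, against 2.20 and 10.5 by genotype. For the IFN-γ and proinflammatory lists no other split was as large. The simulation therefore does not show how often camera errs on the real lists. A shift of 0.2 given to the 256 genes with an 8-base seed site was recovered as 0.19, and with nothing given the shift was -0.012.

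Alternatives were a pseudocount of 0.1 or 10, no filter or a filter of 5 per 1e+06, quantile normalization, rescaling by the median of ratios, the highest row per symbol, eBayes without the trend, arrayWeights, the replicate number as a block, leaving out each sample in turn, other limits for the threshold, fry, an estimated correlation in camera, other distances between samples, sites of 7 bases and a window of 20 Mb around Mir21a. The targets predicted by the paper's 4 algorithms were used only as printed in Fig. 6A, and the IPA gene sets were not used here. Flow cytometry, single-cell and human data of the paper were not analysed here.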

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

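In this part, the tests on T cell receptor and NK cell genes, on dividing cells, on the share of markers of other cell types, on higher genes without a seed site and on the share of genes far from Mir21a were chosen only after the results were seen.

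In 6 of 140 groups of 4 samples, 1 sample lay far from the other samples of its genotype, where about 7 are given by chance. Tnf was at 75.3 CPM in miR-21-/- replicate 1 (others 55.3 to 58.2 CPM), Itgb2 at 881 CPM in WT replicate 4 (others 705 to 725 CPM), Hif1a at 561 CPM in miR-21-/- replicate 1 (others 425 to 445 CPM) and Col3a1 at 18.3 CPM in miR-21-/- replicate 2 (others 2.65 to 3.76 CPM). The median log2 deviation from the WT mean of the genes of LLC and epithelial cells was 0.23 in WT replicate 2 (others -0.13 to -0.08), and that of the cell cycle genes was 0.27 in WT replicate 4 (others -0.10 to -0.08). The title of miR-21-/- replicate 1 leaves open whether it is a pool of mice, which was not tested. No biological explanation was tested for a single sample, and the number is no larger than chance gives.

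Markers of fibroblasts, which the paper does not report in these samples, were lower in miR-21-/- TAMs. Of 10 genes on the list, 9 were tested and all 9 were lower, with a median log2 fold change of -1.89 (camera adjusted p = 0.000889, fry adjusted p = 0.00266, 0.616 with an estimated correlation). 7 passed the threshold, and 8 when adjusted over the list alone. The most abundant were Col3a1, at 36.4 ± 15.5 CPM in WT and 7.00 ± 7.54 CPM in miR-21-/- TAMs (SD, n = 4 each), and Col6a1, at 27.3 ± 10.3 and 4.69 ± 1.28 CPM. In 4 of the 35 splits of the 8 samples, the genotypes included, the list gave a result as large. A difference in the share of macrophages in the sorted samples would move the markers of all other cell types alike. The T and NK cell list moved up by 1.84 relative to the fibroblast list (exact permutation test, p = 0.0286), which argues against a shift common to all. The B cell (median -1.45), neutrophil (-0.39) and LLC and epithelial cell (-0.39) lists were lower with the fibroblast list, and the endothelial list (0.014) was not. A shift shared by some of these cell types stays open. Fibroblasts or their RNA sorted with the WT macrophages may account for the lower fibroblast markers. A further 25 fibroblast genes, listed before their values were seen, had 18 tested genes, of which 16 were lower and 6 past the threshold, with a median of -0.97. Whether the carried-over cells differed because the tumors of the genotypes differ in stroma, or whether the macrophages themselves express less of these genes, stays open and was not tested.

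The list of T and NK cells had a median log2 fold change of 0.20 (camera adjusted p = 0.0328), with 13 of 16 tested genes higher. 1 of the 16 is named in the paper's figures. The call was lost with fry (0.643) and with an estimated correlation (0.616), and 23 of the 35 splits gave a result as large. Without miR-21-/- replicate 1 the median was -0.013. The genes past the threshold moved in opposite directions, Klrk1 (log2 fold change 1.80, from 12.6 ± 4.19 to 44.9 ± 4.73 CPM) and Cd4 (-2.35, from 16.6 ± 10.0 to 2.19 ± 1.15 CPM). T cells sorted with the macrophages could raise genes of Fig. 5D-F, but the tables argue against this as the source of those changes. All 6 genes of the T cell receptor complex stayed at or under 6.23 CPM, with a largest rise of 1.06 CPM, whereas the 19 tested genes of Fig. 5D-F rose by 5.15 to 381 CPM (median 55.1). None of the 6 passed the threshold (0 with an unadjusted p under 0.05). Cd8a, named after its values were seen, was higher without overlap (log2 fold change 1.28, adjusted p = 0.00804 from limma), so that a small number of T cells is not excluded. NK cells lack most of this complex and cannot be told apart as a source. Of 7 NK cell genes on the list, named after their values were seen, 5 rose. The largest rise was that of Klrk1, a gene of Fig. 6A, by 32.3 CPM. Gzmb rose by 5.34 CPM and Nkg7 by 2.12 CPM, both with overlapping groups, and Il2rb by 1.29 and Gzma by 0.00679 CPM, whereas Ncr1 and Klrb1c were lower and under 1 CPM in both genotypes, too low to decide. IFN-γ from a few T or NK cells is not excluded by this.

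Among the genes with the largest changes, the paper does not discuss Pdpn (log2 fold change 3.51), Cnn3 (3.13) and Gbp2b (3.03), which were higher, or Cx3cr1 (-3.64), Tmem176b (-3.46), Tmem176a (-3.10), Fcrls (-2.85) and Slco2b1 (-2.80), which were lower in miR-21-/- TAMs. Slco2b1 went from 8.17 ± 3.41 to 0.248 ± 0.143 CPM (SD, n = 4 each). Tmem176a and Tmem176b overlap on chromosome 6 and their values are uncertain if the counting did not use strand, as are those of Gbp2b, a paralog of Gbp2. For the 986 genes past the threshold as a set, 1 of the 35 splits of the samples, that by genotype, gave as many, and the largest number in another split was 1. Sex did not differ (Xist log2 fold change -0.049). Rescaling by the median of ratios kept 75.9% of the genes past the threshold, and removing each sample's trend with GC content and length kept 71.9%, so neither accounts for the set as a whole. Of the 16 cell cycle genes 12 were higher and 0 passed the threshold (1 with an unadjusted p under 0.05). As a list they were past an adjusted p of 0.05 in some of the other fits, among them those with arrayWeights (median 0.22) and without WT replicate 4 (0.21) or miR-21-/- replicate 1 (0.28), with adjusted p of 6.85e-05 to 0.734 over the alternatives and the fits that left out 1 sample. A difference in dividing cells is therefore not excluded. These medians cannot be set against the 0.88 of the genes past the threshold, which were selected for a large change. With the main settings, the 16 cell cycle genes ranged from -0.23 (Cenpa) to 0.40 (Kif11). All were within the log2 limit of 0.58 that each gene past the threshold exceeds. This argues against dividing cells as the source of all the genes past the threshold. A chromosome segment around Mir21a does not account for them either, since 96.04% of the genes past the threshold lie outside 20 Mb of it. A different state of the macrophages in miR-21-/- mice, or a different mixture of macrophage states within the sorted cells, stays open as a hypothesis, and RNA from other cells remains open for part of the lower genes.

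Genes with an 8-base seed site for miR-21 in the 3′ UTR had a median log2 fold change higher by 0.11 than genes without a site of 7 or 8 bases, a measure the paper does not give. Only the split by genotype gave a shift as large (1 of 35 splits), but the largest shift in another split came close, at 0.090. Of 420 sequences of 8 bases with the same base composition, 5, the miR-21 site included, had a shift at least as large (1.19%), which is consistent with lost targeting of these genes as a hypothesis. The tables argue against lost targeting through 3′ UTR seed sites as the direct cause for most higher genes. Of the higher genes with an annotated 3′ UTR, 86.9% have no site of 7 or 8 bases and 65.7% none of 6 or more bases. Sites outside the longest annotated 3′ UTR were not counted.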

How the results depend on the processing

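No test in this part was chosen after its result was seen, and no alternative was added. Over 46 results, 894 values were recomputed: 791 kept their direction and side of the threshold or stayed within 1.5 times the count, 62 lost and 13 gained a call, 10 changed direction and 18 counts moved by more. The choice of row per symbol could change nothing, since no tested symbol was repeated, and its values count as kept. Alternatives that change only the limma model likewise could not move the exact permutation tests. The cause of a change was not tested, except where fewer or more genes or samples in the test are named. The edgeR and DESeq2 fits planned for whole reads were not run, since whole reads were not recovered.

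The separation of the genotypes (0.00581 to 0.188 over the alternatives, and 0.0147 to 0.0175 with 1 sample left out) and the seed-site shift (0.038 to 0.12, and 0.084 to 0.13 with 1 sample left out) kept their direction. Their p was the smallest that the permutations can give in each case, so it does not show how stable they are, and the alternatives that change only the limma model, or the choice of row per symbol, left the separation as it was. The number of genes past the threshold was 1982 (642 higher, 1340 lower) with no fold change limit, 452 (251 higher, 201 lower) with a pseudocount of 10 and 515 (245 lower) with no filter on low values, where more genes are tested. Lower genes numbered 901 with an adjusted p of 0.05, 348 after the median of ratios and 337 after quantile normalization. With 1 sample left out there were 685 to 1001 genes past the threshold and 371 to 614 lower genes, the fewest without WT replicate 2. With no filter, 20 genes of Fig. 5D-G and 38 of the listed predicted targets were past the threshold.

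The fit with the replicate number as a block gave 922 genes (389 higher, 533 lower), of which 841 were shared with the fit without it. The numbers do not pair the samples: the correlations of same-numbered deviations were 0.083, -0.111, -0.143 and 0.220. With the block, the cell cycle list (0.12, adjusted p = 0.0375) was past 0.05 and the β-oxidation list (-0.23, adjusted p = 0.0524) was not. Cd163 (-1.97) was past the threshold with it (adjusted p = 0.00131, and 0.00131 to 0.0859 over the alternatives).

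Of the lists of gene functions, no list kept a call with an estimated correlation: antigen presentation 0.57 (adjusted p = 0.0622), proinflammatory mediators 0.91 (0.0622), IFN-γ 1.53 (0.0577), type I interferon 0.14 (0.585), blood vessel formation 0.22 (0.391) and β-oxidation -0.23 (0.585). The T and NK cell (0.20, 0.616) and fibroblast (-1.89, 0.616) lists lost theirs too. With fry, the type I interferon (0.14), blood vessel (0.22) and T and NK cell (0.20) lists lost their call. The reported targets (-0.24) and B cell (-1.45, adjusted p = 0.00339) lists gained one, and the macrophage (-0.033) and monocyte (-0.28) lists changed direction. With the main settings, camera gave the macrophage and monocyte lists an upward direction despite their negative medians. After the median of ratios, the lists of type I interferon (0.25), blood vessel formation (0.34), β-oxidation (-0.11) and T and NK cells (0.29) lost their call, and after quantile normalization the same lists did (0.21, 0.24, -0.14 and 0.36). The β-oxidation list also lost it with arrayWeights (-0.22) and the stricter filter (-0.22), and the T and NK cell list with arrayWeights (0.13), no filter (0.20) and the stricter filter (0.69). The cell cycle list gained a call with arrayWeights (0.22), and the stricter filter, with fewer genes, gave one to dendritic cells (1.06) and to genes within 5 Mb of Mir21a (13.8% past the threshold, Fisher's exact test p = 0.0475). The monocyte list changed direction in camera with arrayWeights (-0.42), the median of ratios (-0.16), quantile normalization (-0.24) and no filter (-0.28), the macrophage list with quantile normalization (-0.12) and the endothelial list with no filter (-0.18).

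With each of the 8 samples left out in turn, the medians ranged from -0.26 to -0.21 for β-oxidation, which kept its call in 3 of 8 fits, from 0.021 to 0.25 for type I interferon, from -0.013 to 0.49 for T and NK cells, from 0.012 to 0.28 for the cell cycle and from -0.46 to -0.091 for monocytes. The type I list lost its call without WT replicate 3 (0.021) or miR-21-/- replicate 1 (0.061). The T and NK list lost it without miR-21-/- replicate 1 (-0.013) or WT replicates 1 (0.14), 2 (0.12) or 3 (0.24). The cell cycle list gained one without WT replicate 4 (0.21) or miR-21-/- replicate 1 (0.28). The monocyte list changed direction in camera without WT replicate 4 (-0.46) or miR-21-/- replicate 1 (-0.46).

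Among single genes and figure panels, 336 values stayed as they were, 26 lost a call, 5 gained one, 4 counts moved and 0 changed direction. At the depth of these libraries, Il12a and Il12b rest on 3 to 19 reads per sample, so that changes of these genes are limited by counting noise.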

Differences from the paper's values

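No test in this part was chosen after its result was seen. With the settings used for the main values, the counts stated in the paper's text and those found here do not differ by more than 1.5 times: 986 genes here against the paper's 1035, 400 higher genes against the paper's 321, 59 predicted targets against the paper's 65, and 14.8% of the higher genes against the paper's 20%. Under other settings they do. The total was 1982 with no fold change limit, 452 with a pseudocount of 10, 515 with no filter on low values and 685 without WT replicate 2. Higher genes numbered 642 with no fold change limit, 512 with an adjusted p of 0.05, 491 after quantile normalization and 528 after the median of ratios, and the share of targets under these settings was 9.81%, 11.5%, 12.8% and 11.9%. The targets numbered 43 with a pseudocount of 10 and 38 with no filter on low values. Only genes printed in Fig. 6A could count as targets. The share is therefore a lower bound, not the paper's measure, and tends to fall as more genes are called. Fig. 6A sets the paper's count of higher genes outside the overlap with the predicted targets, whereas its text gives it as the whole.

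The paper states that Il12 was among the differentially expressed genes and higher in miR-21-/- TAMs, and Fig. 5E, 5F and 6A list Il12a or Il12b. Here both genes were below the filter. Il12a was higher, with non-overlapping groups (exact permutation test, two-sided, p = 0.0286, which it kept in 5 of the 8 tests that left out 1 sample, and 0.0571 without miR-21-/- replicate 1, 2 or 4). Limma gave a value for it only with no filter on low values, where its adjusted p of 0.0576 was over the limit. Il12b had a log2 fold change of -0.11 and was not higher under any setting run. The paper's claim on IL-12 also rests on data not analysed here. These are flow cytometry and qRT-PCR of TAMs, stimulated BMDMs and neutralizing antibodies.

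The paper lists Bcl2l11, Gch1, Ubash3b, Zc2hc1a and Cetn4 as significantly higher, and here they were not past the threshold. The first 4 of these were past it with no fold change limit, with the fold change taken from the group means, with a pseudocount of 0.1, after quantile normalization and after the median of ratios. Cetn4 was past it after quantile normalization. With arrayWeights Ubash3b was past it, and in the fits that left out 1 sample up to 3 of Bcl2l11, Gch1 and Ubash3b were.

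The paper describes signatures of blood vessel formation as lower in miR-21-/- TAMs. The list used here, which is not that of IPA, had a positive median of 0.22, and its median was positive under each alternative. The paper describes a Th2 signature as lower. The median of the list used here was -0.12, but with the main settings camera gave it the opposite direction, higher. Its camera adjusted p was 0.0598 to 0.807 over the alternatives and the fits that left out 1 sample. The genes of it past the threshold, Arg1, Il4ra and Pdcd1lg2, were higher.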

Other observations

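In this part, the tests that set the IFN-γ list against the type I list and the class I against the class II pathway, and those on Vmp1, were chosen only after the results were seen. The reading of the test on erythroid genes as undecided was also set after its result was seen.

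The IFN-γ list rose by 1.41 more than the list of type I interferon genes, and each miR-21-/- sample had a larger difference between the lists than each WT sample (1.29 to 1.47 against -0.41 to 0.42, exact permutation test, two-sided, p = 0.0286). For the IFN-γ list and for the proinflammatory list, 1 of 35 splits, that by genotype, gave a result as large. For IFN-γ the -log10 of the unadjusted camera p was 26.0, against 14.2 at most in another split. For the proinflammatory list it was 10.3 against 9.84, so a split not made by genotype nearly matched it. For the type I list, 21 of 35 splits gave a result as large. A response to IFN-γ rather than a general interferon response in miR-21-/- TAMs is a hypothesis that these values fit. They do not tell whether it follows from more IFN-γ in the tumor or from a change within the macrophages. The 7 genes of the IFN-γ list that the paper also names were chosen on these samples.

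Within antigen presentation, the class I pathway rose by 0.72 more than the class II pathway, with each miR-21-/- sample above each WT sample (0.33 to 1.27 against -0.39 to 0.19, exact permutation test, two-sided, p = 0.0286). A rise of the class I without the class II pathway is a hypothesis for the RNA only. By flow cytometry, the paper found more MHC II protein on the surface of miR-21-/- TAMs. The IFN-γ list shares with these pathways Nlrc5, of class I (log2 fold change 0.96), and Ciita, of class II, which was the only lower gene of the IFN-γ list (-0.14, adjusted p = 0.659 from limma, with overlapping groups). Sorting on MHC II could hide a change in class II, which these samples cannot show. For the antigen presentation list as a whole, 3 of 35 splits gave a result as large.

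Other splits of the samples gave results as large as the genotypes for the lists of β-oxidation (9 of 35), Th2-associated activation (21 of 35), blood vessel formation (9 of 35) and reported targets (18 of 35). The genes of Fig. 5D-G (31 of 33 past the threshold), the predicted targets and the genes near Mir21a gave 1 of 35 each. This adds nothing to the count over all genes, since no other split had more than 1 gene past the threshold, and the figures' genes were chosen on these samples.

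Of the other cell marker lists, the median log2 fold change was -0.033 for macrophages (14 genes, camera adjusted p = 0.582, 18 of 35 splits as large), -0.28 for monocytes (10 genes, 0.752, 32 splits), -0.19 for dendritic cells (11 genes, 0.466, 14 splits), -0.39 for neutrophils (9 genes, 0.370, 22 splits), -1.45 for B cells (3 genes, 0.157, 5 splits), 0.014 for endothelial cells (4 genes, 0.526, 19 splits), -0.39 for LLC and epithelial cells (5 genes, 0.466, 20 splits) and 0.12 for the cell cycle (16 genes, 0.0842, 20 splits). With these settings, none of them reached an adjusted p of 0.05 in camera. The B cell list did with fry (0.00339, 2 of 3 genes past the threshold), the dendritic cell list with the stricter filter (0.0285) and the cell cycle list in some fits, among them those with arrayWeights (0.00354) and without WT replicate 4 (0.00537) or miR-21-/- replicate 1 (6.85e-05). Over the alternatives and the fits that left out 1 sample, the adjusted p was 0.00339 to 0.616 for B cells, 0.0285 to 0.813 for dendritic cells and 6.85e-05 to 0.734 for the cell cycle. The median log2 deviations from the WT mean of the B cell, neutrophil and LLC and epithelial cell lists were lower in each miR-21-/- sample than in each WT sample (exact permutation test, two-sided, p = 0.0286 each, unadjusted). Ighm, the most abundant gene of the B cell list, fell from 57.1 ± 17.5 to 12.4 ± 1.94 CPM (SD, n = 4 each).

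All 4 hemoglobin genes tested, chosen after their values were seen, were lower in miR-21-/- TAMs and past the threshold, with a median log2 fold change of -2.02. Hbb-bs went from 64.3 ± 28.0 to 11.8 ± 2.30 CPM. RNA of red blood cells in the WT samples is a candidate explanation, and it cannot be told apart from a change in the macrophages. Of 20 further erythroid genes, listed before their values were seen, 8 passed the filter, with a median log2 fold change of 0.00184 (4 lower and 4 higher). Too few were tested, and the most abundant, Mkrn1 at 78.9 ± 4.99 and 84.6 ± 7.02 CPM, are not specific to red blood cells.

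Vmp1, whose 3′ UTR holds Mir21a, was higher by 1.52 on the log2 scale than the highest of its 9 tested neighbours within 300 kb, which ranged from -0.30 to 0.16 and of which 0 passed the threshold (3 with an unadjusted p under 0.05). Fig. 6A lists Vmp1 as a predicted target. Its longest annotated 3′ UTR has 0 seed sites of 6 or more bases for miR-21, and so 0 of 7 or 8 bases, which argues against lost targeting through such a site. A change of the Vmp1 transcript at the knockout allele is a candidate explanation, but it cannot be told apart from other effects on this gene, since the structure of the allele was not analysed here.

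Within 5 Mb of Mir21a, 11 of 94 tested genes were past the threshold (11.7%, against 7.09% of other genes; Fisher's exact test, two-sided, p = 0.102), and within 20 Mb 7.25% were (p = 0.864). A segment carried along with the allele cannot be told apart from chance within 5 Mb, where a cluster of chemokine genes such as Ccl8 (log2 fold change 2.54, chosen after its value was seen) also lies.

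Genes of the miR-21 targets printed in Fig. 6A have a seed site of 7 or 8 bases in 60.9% of cases, the higher genes outside that list in 2.46%. Prediction programs picked that list from higher genes, so the difference can follow from the choice and is no evidence of targeting. Over all higher genes the share was 13.1%, against 12.5% of the other tested genes. Arg1, chosen after its values were seen, was higher together with Nos2, at 60.2 ± 39.8 CPM in WT and 302 ± 98.0 CPM in miR-21-/- TAMs (SD, n = 4 each; log2 fold change 2.53, adjusted p = 0.00210 from limma). It lost its call with no filter on low values and without miR-21-/- replicate 1, 2 or 3 (2.51, 2.33 and 2.64).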
